# P23 Acts as Functional RBP in the Macrophage Inflammation Response

**DOI:** 10.3389/fmolb.2021.625608

**Published:** 2021-06-11

**Authors:** Sebastian de Vries, Vladimir Benes, Isabel S. Naarmann-de Vries, Cornelia Rücklé, Katharina Zarnack, Gernot Marx, Dirk H. Ostareck, Antje Ostareck-Lederer

**Keywords:** macrophage inflammatory response, RNA-binding protein, P23/PTGES3, *Kif15* mRNA, migration, phagocytosis, post-transcriptional control of gene expression

## Abstract

Macrophages exert the primary cellular immune response. Pathogen components like bacterial lipopolysaccharides (LPS) stimulate macrophage migration, phagocytotic activity and cytokine expression. Previously, we identified the poly(A)^+^ RNA interactome of RAW 264.7 macrophages. Of the 402 RNA-binding proteins (RBPs), 32 were classified as unique in macrophages, including nineteen not reported to interact with nucleic acids before. Remarkably, P23 a HSP90 co-chaperone, also known as cytosolic prostaglandin E2 synthase (PTGES3), exhibited differential poly(A)^+^ RNA binding in untreated and LPS-induced macrophages. To identify mRNAs bound by P23 and to elucidate potential regulatory RBP functions in macrophages, we immunoprecipitated P23 from cytoplasmic extracts of cross-linked untreated and LPS-induced cells. RNAseq revealed that enrichment of 44 mRNAs was reduced in response to LPS. *Kif15* mRNA, which encodes kinesin family member 15 (KIF15), a motor protein implicated in cytoskeletal reorganization and cell mobility was selected for further analysis. Noteworthy, phagocytic activity of LPS-induced macrophages was enhanced by P23 depletion. Specifically, in untreated RAW 264.7 macrophages, decreased P23 results in *Kif15* mRNA destabilization, diminished KIF15 expression and accelerated macrophage migration. We show that the unexpected RBP function of P23 contributes to the regulation of macrophage phagocytotic activity and migration.

## Introduction

As primary responding cells of the innate immune system, macrophages recognize pathogen components, like bacterial lipopolysaccharides (LPS) by Toll-like receptor 4 (TLR4). Different branches of TLR4 signaling pathways involve mitogen activated protein kinases (MAPK) and nuclear factor kappa B (NFκB) and ultimately induce inflammatory cytokine and chemokine expression, macrophage migration and phagocytotic activity (Zanotti and Kumar, 2002; Medzhitov and Horng, 2009; Smale, 2012; Vaure and Liu, 2014). Cytokines and chemokines are essential to coordinate cellular responses to infection, but their excessive synthesis disturbs the delicate balance between pro- and anti-inflammatory processes, leading to systemic capillary leakage, tissue destruction, and lethal organ failure (Zanotti and Kumar, 2002; Hotchkiss and Karl, 2003). LPS-induced changes in gene expression (Rutledge et al., 2011; Reynier et al., 2012) require downstream post-transcriptional checkpoints to safeguard faultless immune responses (Carpenter et al., 2014; Kafasla et al., 2014). Emerging evidence highlights the role of RNA-binding proteins (RBPs) in the regulation of both, mRNA turnover and mRNA translation to execute coordinated protein synthesis required for rapid and purposive macrophage functions (Ostareck and Ostareck-Lederer, 2019). Specific RBPs, namely Tristetraprolin (TTP), human antigen R (HUR), T-cell intracellular antigen 1 related protein (TIAR) and heterogeneous ribonucleoprotein K (HNRNPK) are known to modulate the activation and resolution of macrophage immune reactions [reviewed in Ostareck and Ostareck-Lederer (2019)]. Systematic analyses of LPS-controlled RBP-RNA interactions in macrophages revealed first insights into the complex regulatory RNA-protein interactome. Based on their domain composition RBPs exhibit affinities for specific AU-rich or U-rich motifs like TTP (Stoecklin et al., 2008; Kratochvill et al., 2011; Sedlyarov et al., 2016; Tiedje et al., 2016), HUR (Sedlyarov et al., 2016) and TIAR (Kharraz et al., 2016) or pyrimidine-rich sequences, like HNRNPK (Liepelt et al., 2014). They target mRNAs that encode signaling checkpoint proteins, control their stability and timely translation, and confer the regulation of macrophage activity.

Employing an RNA interactome capture approach (Castello et al., 2013) we comprehensively identified RBPs, which modulate the LPS response of RAW 264.7 macrophages (Liepelt et al., 2016). The macrophage poly(A)^+^ RNA interactome consists of 402 RBPs, including 91 proteins previously not annotated as RBPs (Liepelt et al., 2016). In a comparison with other studies (Baltz et al., 2012; Castello et al., 2012; Kwon et al., 2013; Liao et al., 2016), 32 macrophage-specific RBPs were disclosed, including 19 proteins functionally unrelated to RNA. Interestingly, among them we identified P23, a HSP90 co-chaperone (Johnson et al., 1994), as a new RBP.

P23 facilitates the ATP-driven HSP90 binding to client proteins, for example progesterone receptor (Johnson et al., 1994), Fes tyrosine kinase and transcription factor Hsf1 (Nair et al., 1996), heme-regulated kinase HRI (Xu et al., 1997), polymerases such as telomerase (Holt et al., 1999) and viral reverse transcriptase (Hu et al., 2002), [reviewed in Felts and Toft (2003)]. A genomic and proteomic screen in yeast revealed a network that displayed known HSP90 client-independent functions of P23/Sba1 and demonstrated features in ribosome biogenesis and vesicle-mediated transport (Echtenkamp et al., 2011). Moreover, P23 is known as cytosolic prostaglandin E2 synthase 3 (PTGES3) converting COX-derived prostaglandin H2 to E2 (Tanioka et al., 2000). Eicosanoid signaling is critical in the control of peritoneal macrophage gene expression (Gautier et al., 2012) and PTGES3 activity is elevated in response to LPS (Naraba et al., 1998).

In this report, we uncovered an unexpected function of P23 as a post-transcriptional regulator in untreated macrophages. The differential binding of P23 to the mRNA encoding kinesin family member 15 (KIF15) and its impact on *Kif15* mRNA stability, suggests a function in the regulation of macrophage migration and phagocytosis. This novel mechanistic insight sheds light on the modulation of the inflammatory response and provides indications for molecular interventions.

## Materials and Methods

### Plasmids

PBSIIKS-LUC-pA-NB (Liepelt et al., 2014), pBSIISK-10R (Ostareck-Lederer et al., 1994) and pET 16b-P23 (Liepelt et al., 2016) have been described. *Kif15* mRNA 3′UTR (NM_010620.1) was PCR-amplified with Phusion High Fidelity DNA polymerase (Thermo Fischer Scientific, Carlsbad, CA, United States, F530S) from RAW 246.7 cell total RNA after reverse transcription employing Maxima H Minus First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, K1682) and oligo-dT primers. Primers mur-*Kif15*-3utr-PstI (5′’-att​gta​agg​ctg​cag​GGA​TCC​CAG​CTA​TCT​TCA​TAC​AC-3′) and mur-*Kif15*-3utr-XhoI (5′tac​cgt​cga​cct​cga​gTG​TTT​TTA​AAA​AAG​ATT​TTA​TTT​GAA​AAA​CTG​GAC​ATGTAGAAAATGGC-3′) were used to generate a PCR product that was ligated into pBluescript II KS *via* XhoI/PstI.

### Cell Culture and Lipopolysaccharides Treatment

RAW 264.7 cells (ATCC, Wesel, Germany, TIB-71) were cultured in DMEM (Thermo Fisher Scientific, 12430054) supplemented with 10% heat inactivated FBS (Biochrom, Berlin, Germany, S0613), 1x penicillin/streptomycin (Thermo Fisher Scientific). For LPS treatment, *E.coli* LPS (serotype 0111:B4, Sigma-Aldrich, St. Louis, MO, United States) was added to the medium for 2, 6 and 24 h, as indicated.

### UV-Crosslinking

Cells on culture dishes were washed twice with ice-cold PBS, kept on ice and exposed to UV light (254 nm, 0.15 J/cm^2^) (Stratalinker 2400, Stratagene, La Jolla, CA) and harvested in ice-cold PBS (Liepelt et al., 2016).

### Lysate Preparation

Total cell lysate preparation was performed according to Ostareck-Lederer et al. (2002).

### Cytoplasmic Extract Preparation

Cytoplasmic extract was prepared as described in Liepelt et al. (2014).

### Western Blot Assays

Western blot assays were performed as described (Naarmann et al., 2010) with specific antibodies (Supplementary Material). Images were acquired with the LAS4000 system (GE Healthcare Chicago, IL, United States) and quantified using ImageQuant (GE Healthcare).

### P23 Immunoprecipitation

Immunoprecipitation from 1 mg cytoplasmic extract of crosslinked RAW 264.7 cells either untreated or 2 h LPS treated was performed with P23 antibodies or a non-related luciferase control antibody (Liepelt et al., 2016) in three independent biological replicates. Briefly, crosslinked cells were centrifuged (5 min, 500 × *g*, 4°C) snap frozen in liquid nitrogen and lyzed in 1 vol. IP buffer (20 mM HEPES pH 7.4, 100 mM KCl, 5 mM MgAc, 0.025% Triton X-100, 1 mM DTT, 1 mM PMSF and 1 μg/ml Leupeptin) by passing ten times through a 20G and subsequently 26G needle. Antibodies against P23: JJ3 (Figures 2, 7) (NB300-576, Novus Biological, Littleton, Colorado, United States) and JJ6 (Figure 7) (NB110-96879) as well as LUC (Figures 2, 7) (Luci17 sc-57604, Santa Cruz Biotechnology, Dallas, Texas, United States) were incubated overnight at 4°C with 40 µl Protein G-Sepharose (GE Healthcare Chicago, IL, United States, 17-0618-01). Antibody-coupled beads were incubated 2 h, 4°C with 1 mg cytoplasmic RAW 264.7 extract (IP buffer) from untreated or 10 ng/ml LPS stimulated cells. Beads were washed twice in IP buffer and applied to RNA isolation using Trizol (Thermo Fisher Scientific) (80%) and Western blotting (20%).

### RNA Preparation

For analysis of precipitated RNA covalently bound proteins were removed by proteinase K (Sigma-Aldrich, 311582). Samples from input and eluate were pre-incubated with 5×proteinase K buffer (50 mM Tris/HCl pH 7.5, 750 mM NaCl, 1% SDS, 50 mM EDTA, 2.5 mM DTT, 25 mM CaCl_2_) and 40U RiboLock (Thermo Fisher Scientific, EO0381) for 30 min at 65°C. After addition of 20 µg proteinase K, samples were incubated for 1 h at 50°C (Liepelt et al., 2016). For the analysis of *Kif15* mRNA stability, cells were treated with Actinomycin D (Sigma-Aldrich, A9415-2MG) (5 μg/ml) for 0, 1, 2, 3 and 4 h. RNA was extracted using Trizol (Thermo Fisher Scientific, 15596018). 100 pg *in vitro* transcribed cap-LUC-poly(A)^+^-mRNA was added as extraction control in Figures 2D, 4B, 5C. For reverse transcription, 1 µg total RNA, random primers and Maxima H Minus First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, K1682) were used. Quantitative PCR (qPCR) was performed with PowerSYBRGreen (Thermo Fisher Scientific, 4368702) on a StepOnePlus PCR system (Thermo Fisher Scientific), primers are listed in the Supplementary Material. RNA levels were determined by the ΔΔC_t_ method (Livak and Schmittgen, 2001).

### RNA Sequencing

RNA samples from inputs or immunoprecipitations with P23 or Luciferase control antibodies (all samples from untreated RAW 264.7 cells or cells treated with LPS for 2 h) were analyzed with an RNA 6000 Nano Kit on a 2100 Bioanalyzer (Agilent Technologies; Santa Clara, CA, United States). Barcoded RNA-seq libraries were prepared from either pulled-down or high quality total RNA samples (25 ng/sample) using the Illumina TruSeq total RNA Sample Preparation v2 Kit. Obtained libraries that passed the QC step were combined in equimolar amounts into pools of seven libraries; 8pM solution of each pool was loaded per lane of the Illumina sequencer HiSeq 2000 flowcell and sequenced bi-directionally (each read 50 bases long, altogether 100 bases) with the Illumina v3 SBS chemistry. Sequencing generated >60 million of paired sequence reads/library (∼450 million of paired sequence reads/lane).

### Analysis of RNAseq Data

Trimming of low quality reads and adapters was performed using Trimmomatic v.0.33 (Bolger et al., 2014) with the following settings: ILLUMINACLIP:TruSeq3-PE-2.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36. The data quality was evaluated using the FastQC software v0.11.2 before and after trimming. The mouse reference genome (version GRCm38/mm10) and gene annotation (Ensembl release 83) were downloaded from Ensembl. Mapping was performed using Tophat v.2.0.14 (Kim et al., 2013) with standard parameters and the additional annotation file. Quantification of unique read counts per gene was performed using HTSeq-0.6.1 (Anders et al., 2015) with default parameters except for stranded = no. Differential expression analysis was performed in R using edgeR (Robinson et al., 2010). Initial assessment of replicates by pairwise distance and principal component analysis (PCA) led to removal of one replicate (LUC 2 h replicate III) as apparent outlier. Comparison of the remaining data yielded 52 RNAs that were specifically enriched in the P23 IP compared to LUC IP at the 0 h time point (adjusted *p*-value ≤ 0.05, Benjamini Hochberg correction, log_2_-transformed fold change >0) (Benjamini and Hochberg, 1995). In order to assess changes in P23 binding to the 52 RNAs after LPS treatment, means of TPM values from the replicates were used to calculate ratios for P23/LUC at 0 and 2 h LPS treatment (Supplementary Table S1).

### RNA Motif Identification

Identified unbound RNA sequences were determined as follows: log2 FC < −0.2 and >0.1 in input 2 h over input 0 h were removed, as well as all transcripts with TPM = 0.00 in input 0 and/or 2 h. Furthermore, transcripts without KEGG-ID and/or MGI description were removed. Then, a minimal TPM was set to 10, and the transcripts were filtered for a log2 FC to < −0.1 in inputs 2 h/0 h. Finally, transcripts with log2 FC > 0.00 for P23-0 h vs. LUC-0 h immunoprecipitation were removed. 3′UTR sequences for P23-interacting mRNAs as well as unbound mRNAs were retrieved from the Ensembl genome database (version 92). Sequences were filtered for the presence of a RefSeq-ID. If more than one sequence was identified, the sequence with the best transcript support level was chosen. Discriminative motif enrichment analysis in the P23-interacting mRNAs was performed using MEME (Bailey et al., 2009). The 3′UTR sequences of unbound mRNAs were used as background input. The detected motif with the lowest *p*-value was resubmitted to MAST (Bailey and Gribskov, 1998) to rescreen all sequences for the presence of the motif. In order to assess the sequence composition of the *Kif15* 3′UTR, we moved a 30-nt sliding window along the *Kif15* 3′UTR (606nt, NM_010620.1) to count the frequency of U/G-only hexamers.

### *In vitro* Transcription

Linearized plasmids were transcribed using the T3 or T7 polymerase MEGAscript kit (Thermo Fisher Scientific, AM1338 or AM1334, respectively) following manufacturer’s protocols.

### Expression of Recombinant Proteins

His-P23 was expressed and prepared as described (Liepelt et al., 2016).

### *In vitro* RNA-Protein Binding Assay

*In vitro* transcribed *Kif15* mRNA 3′UTR (606nt) and ALOX15 mRNA 3′UTR differentiation control element (DICE) (250nt) were 3′biotinylated (Pierce RNA 3′end biotinylation kit, Thermo Scientific, #20160) following manufacturer’s protocols. Per reaction 12.5 µl streptavidin-magnetic beads (NEB, #S1420S) were washed three times with each 0.5 ml binding buffer (BB: 300 mM KCl, 20 mM Tris pH 8.0, 10% sucrose, 1 mM EDTA, 0.5% Triton X-100). Beads were incubated with 4 pmol biotinylated RNA and 20U Ribolock (Thermo Scientific, # EO 0382) in 0.5 ml BB, 30 min, at RT with rotation. Beads were isolated in a magnetic separation rack (NEB), washed twice in BB and subsequently incubated with 40 pmol His-P23, 20U Ribolock and 20 µl protease inhibitor (cOmplete, EDTA-fee protease inhibitor cocktail, Roche, # 04693132001) in 0.5 ml BB for 30 min at RT with rotation. Finally, beads were washed four times and denatured for Western blot analysis.

### RNA Interference

For RNAi, RAW 264.7 cells (1 × 10^6^ cells in DMEM without FBS and antibiotics) were transfected by electroporation at 0.36 kV and 500 µF (Gene Pulser-Xcell, Biorad, Hercules CA, United States) with 500 pmol siRNAs (MWG) (Supplementary Material), and cells were harvested 24 h post-transfection or further treated as indicated.

### Phagocytosis Assay

RAW 264.7 cells were transfected with P23-specific and control siRNAs for 4 h, prior to 24 h LPS treatment (100 ng/ml). Cells were incubated with Fluoresbrite® YG Carboxylate Microspheres, 0.50 μm (Polysciences, Warrington, PA, United States, 15700-10) for 1 h at 37°C and beads uptake was analyzed by immunofluorescence microscopy.

### Migration Assay

Cells transferred to Transwell chambers (Sigma-Aldrich, Costar, CLS3422) were subjected to starvation (1% FCS) for 24 h before they were exposed to LPS (100 ng/ml) at 10%FSC standard conditions. Following siRNA (Supplementary Material) transfection, cells were allowed to recover for 6 h under standard conditions prior to 16 h FCS starvation and LPS induction. Migrated cells were fixed on cover slips with 4% paraformaldehyde in PBS (Sigma-Aldrich, 33220), embedded in ProLong Gold Antifade Reagent with DAPI (Thermo Scientific, Carlsbad, CA, United States, P36931) and analyzed by fluorescence microscopy.

### Immunofluorescence and Fluorescence *in situ* Hybridization

Immunofluorescence staining was essentially performed as described in De Vries et al. (2013) with a specific P23 antibody (Supplementary Material) and FISH as in Staudacher et al. (2015) with a *Kif15* probe (Supplementary Material). Images were acquired with AxioVision on an Apotome 2 Microscope (Carl-Zeiss-Jena, Jena, Germany).

### Statistical Analysis

Experiments were recapitulated at least three times, statistical analysis was performed with one-way ANOVA, with significance levels defined as * = *p* < 0.05, ** = *p* < 0.01, *** = *p* < 0.001.

## Results

### Depletion of P23 Enhances Phagocytosis

Whereas expression of P23, which we identified as a new RBP in RAW 264.7 macrophages is not affected by 2 h LPS treatment, its poly(A)^+^ RNA binding activity is reduced in response to LPS (Liepelt et al., 2016). In order to elucidate P23 RBP functions we asked whether the impact of LPS on RNA binding affects the phagocytotic activity of macrophages, a critical function in pathogen clearance (Stuart and Ezekowitz, 2005). To diminish P23 expression, P23-specific and control siRNAs, were transfected in RAW 264.7 cells 4 h prior to 24 h LPS treatment and labelled latex beads supply for 1 h (Figure 1A). P23 was detected by Western blotting (Figure 1B) and phagocytosed beads were analyzed and quantified by immunofluorescence microscopy (IF) (Figures 1C,D). LPS induced phagocytosis was strongly elevated in P23 depleted macrophages compared to the control (Figures 1C,D). The impact of P23 depletion on macrophage activity along with the declining binding of poly(A)^+^-RNA by P23 in response to LPS (Liepelt et al., 2016) motivated us to identify P23 target mRNAs and to explore if it exhibits functions in the post-transcriptional regulation of gene expression.

**FIGURE 1:**
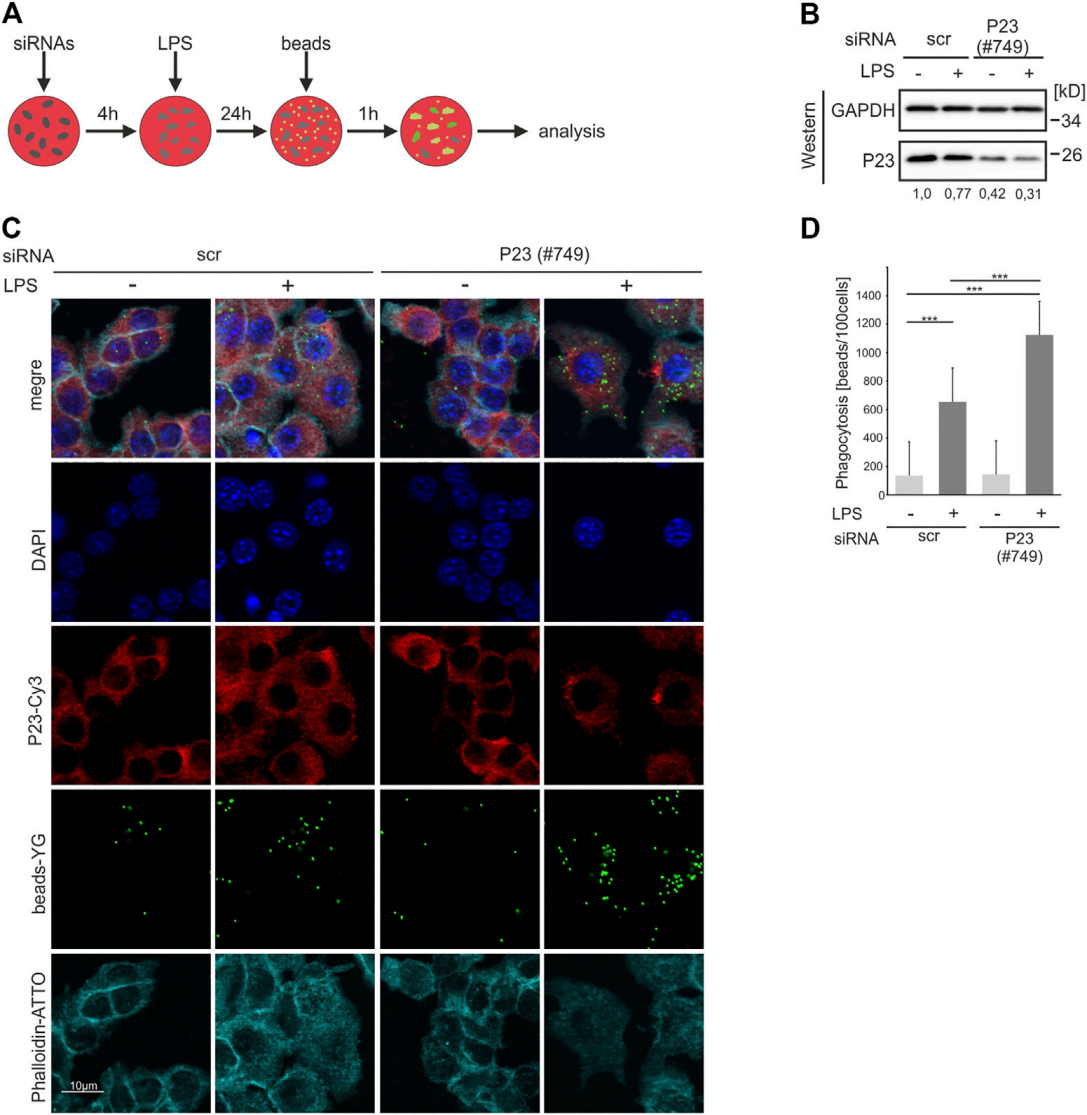
P23 depletion enhances phagocytosis by LPS-induced RAW 264.7 macrophages. **(A)** Schematic representation of the experimental design. **(B)** Cells were transfected with control (scr) or *P23*-specific siRNAs (#749) and stimulated with LPS (100 ng/ml) (*n* = 3). Representative Western blot of cytosolic RAW 264.7 cell extracts with antibodies as indicated, P23 was normalized to GAPDH. **(C)** Following siRNA transfection and LPS treatment, cells were incubated with Fluoresbrite® carboxylate labeled latex beads and analyzed by IF microscopy, as indicated. **(D)** The phagocytosis index was calculated as 10^3^ beads ingested by 100 cells. Statistical analysis was performed with one-way ANOVA, significance levels defined as *** = *p* < 0.001.

### P23 Interacts Specifically With Kinesin 15 mRNA

Initially we set out to identify mRNAs that were differentially bound by P23 in untreated and LPS-induced macrophages. P23 was immunoprecipitated (IP) from cytoplasmic extracts of UV-cross-linked RAW 264.7 untreated macrophages (-LPS) and after 2 h LPS treatment (+LPS). A luciferase antibody served as control (ctrl.) for both conditions (Figure 2A). 

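RNA was sequenced from P23 IPs, LUC IPs and inputs of UV-crosslinked cells of the study's mouse macrophage line. The deposited table holds 13 libraries. These are 3 P23 IPs and 3 LUC IPs of untreated cells (0 h), 3 P23 IPs and 2 LUC IPs of cells treated with 10 ng/ml LPS for 2 h, and 1 input per time point. The authors removed the other LUC IP library of 2 h as an apparent outlier, and the paper describes the replicates as independent biological replicates. The paper names the P23 antibody JJ3, while the sample labels name a product of another supplier for these IPs. Whether that product is the same clone was not settled here. The authors trimmed the reads with Trimmomatic 0.33, mapped them with TopHat 2.0.14 to the mouse genome GRCm38, counted unique reads per gene with HTSeq 0.6.1 without regard to strand, and compared groups with edgeR. Strand therefore cannot assign reads where genes on opposite strands overlap, and such reads may be counted for neither gene. The table covers only the 52 RNAs that the study called enriched with P23 at 0 h, and it gives their raw counts, variance-stabilized log2 values and the authors' fold changes and p-values. The counts summed over the 52 RNAs were 9881, 11376 and 11866 in the P23 IPs at 0 h, 3751, 4631 and 7186 in the LUC IPs at 0 h, 6265, 9207 and 8481 in the P23 IPs at 2 h, 4064 and 5325 in the LUC IPs at 2 h, and 24335 and 25437 in the inputs of 0 h and 2 h. These sums are not library sizes, and the reads sequenced per library are given in the paper's methods. The size factor of each library was therefore taken from the deposited variance-stabilized values, which 1 size factor per library fits to within 1e-12, and a count divided by it is called a normalized count here. The size factors ranged from 0.461 to 1.02 in the IPs and were 6.10 and 5.65 in the inputs. The IP groups were compared with edgeR's quasi-likelihood test on the raw counts with these size factors, all 11 IP libraries and 4 group means in 1 fit, and Benjamini-Hochberg adjustment over the 52 RNAs. An RNA was called at an adjusted p of 0.05 or less, the paper's threshold. The test set before the data were examined for a table of normalized values was limma. The choice of edgeR on the raw counts was made after the table was seen, so counts from limma are given beside those from edgeR. These are from limma without trend, robust prior or weights, a form itself chosen after the results were seen. The limma forms set beforehand, with a trend and robust prior or with array weights, are named where their counts are given.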

RNA sequencing (RNAseq) identified 52 RNAs as specifically enriched with P23 compared to the LUC IP at the 0 h time point (adjusted *p*-value ≤ 0.05, Benjamini Hochberg correction, log_2_-transformed fold change >0) (Figure 2B). Of those 44 mRNAs possessed Ensembl genome database entries (Table 1). 

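In untreated macrophages all 52 RNAs were higher in the P23 IP than in the LUC IP, with a median log2 fold change of 0.66. Most differences were modest, and only a few RNAs stood clearly above the rest. Hlx mRNA, which encodes a homeobox transcription factor, was at 13.2 ± 1.9 normalized counts (SD, n = 3) with P23 and 3.5 ± 1.5 (SD, n = 3) with LUC. The mRNA of P23 itself, Ptges3, was at 504.4 ± 91.9 normalized counts with P23 and 365.6 ± 73.0 with LUC (SD, n = 3 each). The mRNAs of Gapdh, a glycolytic enzyme, and Ppia, a prolyl isomerase, which often serve as reference genes, were higher with P23 as well, and reads from their pseudogene copies may be counted among theirs.
The log2 fold change of Hlx (chromosome 1 of GRCm38, 184727140 to 184732619) was 1.80 (standard error 0.43, adjusted p = 0.0024 from edgeR's quasi-likelihood test). For Ppia it was 1.16 (standard error 0.26, adjusted p = 0.0018 from the same edgeR test) and for Gapdh 0.61 (standard error 0.18, adjusted p = 0.0058 from edgeR). Ptges3 (chromosome 10, 128058954 to 128077272) had a log2 fold change of 0.47 (standard error 0.18, adjusted p = 0.018 from edgeR), and its call was lost without LUC 0 h replicate 2, LUC 0 h replicate 3 or P23 0 h replicate 1, at adjusted p up to 0.10. The smallest difference was that of Ciao2a, an iron-sulfur assembly factor named Fam96a in Table 1, at a log2 fold change of 0.41 (adjusted p = 0.032 from edgeR), a call lost without LUC 0 h replicate 2, LUC 0 h replicate 3 or P23 0 h replicate 1 (adjusted p up to 0.13).
All 52 RNAs passed edgeR's test adjusted over the list alone, and 51 passed limma on the variance-stabilized values. Of the limma forms set beforehand, that with a trend and robust prior called 52 and that with array weights 49. The study chose this list on the same libraries, so the count is not independent evidence. In the authors' deposited table, which adjusts over 47069 genes, the 52 RNAs have adjusted p up to 0.0495 and a median log2 fold change of 1.03. Without each of the 6 libraries of 0 h in turn, 36 of the 52 calls were kept throughout. With every library set to the same median over these 52 RNAs, a choice that removes any difference shared by most of them, 3 RNAs passed, and Ptges3 was at a log2 fold change of -0.07.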

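The 44 mRNAs of Table 1 and the other 8 RNAs were all higher with P23 than with LUC in untreated cells. The median log2 fold change was 0.64 for the 44 mRNAs and 1.11 for the other 8. Those 8 are mostly non-coding: the host RNA of miR-22 (Mir22hg), the long non-coding RNAs 4632404H12Rik and F730043M19Rik, the transcripts Gm16153 and Gm15559, and the pseudogenes Ppp4r1l-ps and Gm12693. The eighth, mt-Nd4, is a mitochondrial mRNA for a subunit of respiratory complex I. An RNA with few counts needs a larger fold change to be called, so the higher median of the 8 is no sign of stronger binding. Gm16153, Gm15559 and Mir22hg had few counts. Gm12693 and mt-Nd4, at 287.4 and 805.3 mean normalized counts with P23, had log2 fold changes of 0.50 and 0.62. That of 4632404H12Rik, at 76.4 normalized counts with P23, was 0.91.
Mir22hg (chromosome 11, 75461539 to 75466676) was at 21.0 ± 4.2 normalized counts with P23 and 7.6 ± 4.7 with LUC (SD, n = 3 each), a log2 fold change of 1.30 (standard error 0.34, adjusted p = 0.0035 from edgeR). For 4632404H12Rik the values were 76.4 ± 10.8 and 39.4 ± 7.1 (SD, n = 3 each), a log2 fold change of 0.91 (standard error 0.18, adjusted p = 0.0013 from edgeR). Gm15559 had a log2 fold change of 2.08 (standard error 0.61, adjusted p = 0.006 from edgeR) at 8 to 10 raw counts per P23 library and 1 to 3 per LUC library. Gm16153 had 30 raw counts over the P23 libraries and 2 over the LUC libraries, a ratio of 12.0 per size factor with an exact 95% interval of 3.04 to 103.3 for counting error alone. Gm16153 overlaps Rmnd1 and Gm15559 overlaps Pus1 on the other strand, and Mir22hg overlaps Tlcd2 on its own strand. These are overlaps of gene spans, and overlap of exons was not checked. Reads in a shared stretch may be missing from these counts or come from the other gene. The call of mt-Nd4, at a log2 fold change of 0.62, was lost without LUC 0 h replicate 2, LUC 0 h replicate 3 or P23 0 h replicate 1 (adjusted p up to 0.26 from edgeR).
At 2 h of LPS no count of Gm16153 was found in any of the 5 IP libraries. The median of the other 7 RNAs outside Table 1 was 0.91 at 0 h and 0.54 at 2 h, and that of the 44 mRNAs was 0.40 at 2 h.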

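After 2 h of LPS most RNAs were less enriched with P23 over LUC than before, but for nearly all of them the difference did not pass the threshold. The study chose the 52 RNAs by their enrichment in the same 0 h libraries. That choice favors a fall by 2 h even without an effect of LPS. Of the 51 RNAs with counts at 2 h, 41 had a log2 change of P23 over LUC below 0, and the median change was -0.25. E2f5 mRNA, which encodes a transcription factor of the E2F family, was the RNA whose enrichment fell past the threshold. It was at 44.3 ± 2.7 normalized counts with P23 and 23.0 ± 1.1 with LUC at 0 h (SD, n = 3 each), and at 31.1 ± 2.2 with P23 (SD, n = 3) and 57.9 ± 2.5 with LUC (SD, n = 2) at 2 h. The RNAs that still passed as higher with P23 at 2 h were the kinesin mRNAs Kif15 and Kif1b, Dlg4 mRNA and Isoc2a mRNA. Dlg4 encodes a scaffold protein of synapses. These calls were adjusted over the 52 RNAs alone. In the authors' deposited values, adjusted over 47069 genes, Kif15 alone passed at 2 h. Kif1b was at an adjusted p of 0.099 there (the authors' edgeR), and E2f5, Dlg4 and Isoc2a did not pass.
The enrichment of E2f5 (ENSMUSG00000027552, chromosome 3 of GRCm38, 14578641 to 14606309) changed by a log2 of -1.81 (standard error 0.27, adjusted p = 0.00022 from edgeR's quasi-likelihood test of the interaction), and 1810022K09Rik overlaps it on the other strand. The changes of Mir22hg, Kif13a and Hlx were -1.30, -1.29 and -1.26 and did not pass (adjusted p = 0.17, 0.28 and 0.36 from edgeR). In the test of the change, 1 RNA fell and 0 rose, against 5 and 0 at an unadjusted p under 0.05. DESeq2 and limma on the variance-stabilized values, with or without a trend and robust prior, also gave 1 and 0. Array weights in limma, a form set beforehand, gave 4 and 0, with Kif13a among the 4. At 2 h edgeR called 4 RNAs higher and 1 lower with P23, against 23 and 1 at an unadjusted p under 0.05. The lower one was E2f5 (log2 fold change -0.88, standard error 0.20, adjusted p = 0.0065 from edgeR). The higher count was 3 with limma, 4 with its trend and robust prior and 21 with its array weights. It was 8 with DESeq2 and 13 with only the compared groups in edgeR's fit. Each of these fits called 1 lower. Dlg4 was at a log2 fold change of 1.05 (standard error 0.29, adjusted p = 0.025 from edgeR) and Isoc2a at 0.74 (standard error 0.22, adjusted p = 0.036 from edgeR).

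**Figure D1:**
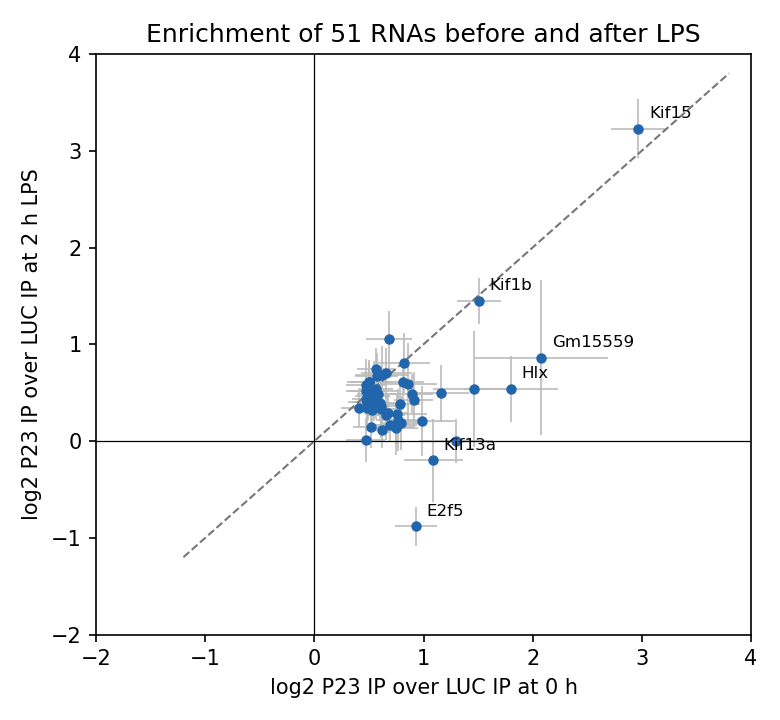
Log2 P23 IP over LUC IP of 51 RNAs at 0 h (horizontal axis) and at 2 h of LPS (vertical axis), with edgeR's standard errors as bars and the line of equal values dashed. Kif15 and Kif1b lie near the dashed line at the upper right, and E2f5 lies below 0 on the vertical axis at -0.88.

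The count at 2 h rested on single libraries: it was 2 higher and 0 lower without LUC 2 h replicate 1, 13 and 1 without P23 2 h replicate 1, and 2 and 1 without P23 2 h replicate 2 or 3, with Dlg4 lost in 3 of these 4 (adjusted p up to 0.18), Isoc2a lost in 3 of them and also without LUC 2 h replicate 2 (adjusted p up to 0.23), and E2f5 lost without LUC 2 h replicate 1 (adjusted p = 0.083), all from edgeR. The size of the change depends on the scale between libraries: in fits chosen after seeing the data, the median over 52 RNAs was -0.63 with 13 RNAs lower on the library sizes behind the authors' fold changes and -1.16 with 0 lower (4 at an unadjusted p under 0.05) on the scale of the paper's TPM ratios, against -0.26 with 1 lower here.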

In response to LPS their enrichment was reduced. 

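Table 1 gives a PANTHER protein class for 23 of its 44 mRNAs, and 12 of these are listed as transcription factor, cytoskeletal protein or signaling molecule. The 7 transcription factor mRNAs, Hlx and Fhl3 among them, were all higher with P23 than with LUC in untreated cells, at log2 fold changes from 0.47 to 1.80. The 3 cytoskeletal mRNAs, all of kinesin motors, had the highest median of these groups at 1.51. The 3 signaling mRNAs encode Bcl2l2, a survival factor of the Bcl-2 family, Erf, an ETS repressor, and Lfng, a glycosyltransferase that modifies Notch, with a median of 0.49. The study chose these mRNAs by their enrichment in the same libraries, so that all members pass at 0 h is not independent evidence for any class.
Lfng (chromosome 5, 140607320 to 140615545) was at 87.6 ± 8.7 normalized counts with P23 and 51.5 ± 12.9 with LUC (SD, n = 3 each), a log2 fold change of 0.79 (standard error 0.18, adjusted p = 0.0018 from edgeR). Fhl3, a LIM domain protein, was at 331.7 ± 13.9 and 227.2 ± 51.3 (SD, n = 3 each), a log2 fold change of 0.56 (standard error 0.16, adjusted p = 0.0059 from edgeR). Bcl2l2 had a log2 fold change of 0.47 (standard error 0.13, adjusted p = 0.0058 from edgeR). Another 4 mRNAs carry a receptor class (Dlg4, Pim1, Thra and Tnfrsf11a), with log2 fold changes from 0.55 to 0.76. At 2 h, 2 of the cytoskeletal mRNAs and 1 of the receptor class passed as higher with P23. Among the transcription factors 1 passed as lower and 6 did not pass, and the 3 signaling mRNAs were between 0.19 and 0.43 and did not pass.
At 0 h the call of Erf was lost without LUC 0 h replicate 3 (adjusted p = 0.05 after rounding, from edgeR) and that of Rfx5 without P23 0 h replicate 1 (adjusted p = 0.062 from edgeR). The call of Thra was lost without LUC 0 h replicate 2, LUC 0 h replicate 3, P23 0 h replicate 1 or P23 0 h replicate 2, and that of Pim1 without LUC 0 h replicate 2 or P23 0 h replicate 1 (adjusted p up to 0.16 and 0.082 from edgeR).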

The majority of encoded proteins represent transcription factors, cytoskeletal proteins and signaling factors (PANTHER) (Thomas et al., 2003; Mi et al., 2013) (Table 1, Supplementary Table S1). Considering the relevance of cytoskeletal remodeling for macrophage migration and phagocytosis (Harrison and Grinstein, 2002; Rougerie et al., 2013), kinesin mRNAs encoding cytoskeletal proteins KIF15, KIF1B and KIF13A, were selected for functional analysis. All three mRNAs were equally expressed in untreated and 2 h LPS-induced macrophages employed for RIP analysis (Figure 2C). 

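The 3 kinesin mRNAs were at similar levels in the input of untreated cells and of cells treated with LPS for 2 h. Kif15 mRNA was at 238.3 normalized counts in the input of 0 h and 236.0 in that of 2 h. Kif1b mRNA was at 97.0 and 90.1, and Kif13a mRNA at 16.2 and 14.0. Other RNAs of the list did differ: Pim1 mRNA, which encodes a kinase induced by LPS, was at 23.3 normalized counts at 0 h and 507.1 at 2 h, and Lfng mRNA at 28.4 and 11.7.
The log2 ratio of the input of 2 h over that of 0 h was -0.01 for Kif15 (95% interval of -0.12 to 0.09), -0.11 for Kif1b (-0.28 to 0.07) and -0.21 for Kif13a (-0.66 to 0.23). The intervals are exact Clopper-Pearson intervals and cover counting error only, from raw counts of 1454 and 1334 for Kif15, 592 and 509 for Kif1b, and 99 and 79 for Kif13a. There was 1 input library per time point, so the differences between them have no replicate check. The log2 ratio was 4.44 for Pim1 and -1.27 for Lfng, and 37 of the 52 RNAs lay within 0.5 of 0. Gm16153 had 6 raw counts at 0 h and 0 at 2 h. The median over the 52 RNAs was -0.00 with the size factors and -0.22 on the library sizes behind the authors' fold changes, so the ratios of the kinesin mRNAs shift down with it on the latter.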

There binding specificity was validated by P23 IP from cytoplasmic extracts of untreated and LPS-induced macrophages (Figure 2D). Importantly, specific enrichment of *Kif15* mRNA from extracts of untreated cells was significantly diminished in extracts of LPS-induced cells (Figure 2D). Enrichment of *Kif1b* mRNA was less pronounced and *Kif13a* mRNA did not exhibit specific interaction with P23. These results are consistent with the RNAseq analysis demonstrating the most distinct specific binding for *Kif15* mRNA (Table 1).

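Among the 44 mRNAs of Table 1, Kif15 mRNA had the highest P23 over LUC at both time points. Kif15, also termed kinesin-12, is a motor protein of the mitotic spindle. At 0 h its mRNA was at 1399.7 ± 119.9 normalized counts with P23 and 178.9 ± 18.7 with LUC (SD, n = 3 each). At 2 h of LPS it was at 1560.0 ± 334.0 with P23 (SD, n = 3) and 168.3 ± 71.4 with LUC (SD, n = 2). Kif1b mRNA, which encodes a transport kinesin, was second among the kinesin mRNAs, and Kif13a mRNA, which encodes a kinesin of endosomal transport, was higher with P23 at 0 h and similar in both IPs at 2 h.
Kif15 (ENSMUSG00000036768) lies on chromosome 9 of GRCm38 from 122951046 to 123018733, where the annotation also places Gm47148 on the same strand. Its log2 fold change was 2.97 at 0 h (standard error 0.25, adjusted p = 5.4e-08 from edgeR's quasi-likelihood test) and 3.23 at 2 h (standard error 0.30, adjusted p = 2.5e-07 from edgeR). Every P23 library lay above every LUC library at both time points. Kif1b (chromosome 4, 149176319 to 149307693) was at 404.7 ± 33.5 normalized counts with P23 and 143.2 ± 8.8 with LUC at 0 h (SD, n = 3 each), a log2 fold change of 1.51 (standard error 0.20, adjusted p = 1.6e-05 from edgeR). At 2 h it was at 285.3 ± 76.4 (SD, n = 3) and 105.8 ± 34.5 (SD, n = 2), a log2 fold change of 1.45 (standard error 0.24, adjusted p = 0.00033 from edgeR). Kif13a (chromosome 13, 46749087 to 46929867, overlapped by Gm48250 on the other strand) was at 34.8 ± 5.9 and 16.6 ± 0.9 at 0 h (SD, n = 3 each), a log2 fold change of 1.09 (standard error 0.27, adjusted p = 0.0028 from edgeR). At 2 h it was at 11.6 ± 3.0 (SD, n = 3) and 14.2 ± 8.1 (SD, n = 2), a log2 fold change of -0.20 (standard error 0.43, adjusted p = 0.71 from edgeR).
As ratios of mean normalized counts, P23 over LUC was 7.83 at 0 h and 9.27 at 2 h for Kif15, 2.83 and 2.70 for Kif1b, and 2.10 and 0.82 for Kif13a. The Kif13a ratio at 2 h was 1.38 without LUC 2 h replicate 1. On the scale of the paper's TPM ratios, a fit chosen after seeing the data, Kif15 was the only RNA called at 2 h, and Kif1b, at a log2 fold change of 1.14 with a wider standard error of 0.62, did not pass. The paper states that its RNAseq analysis (Table 1) shows the most distinct specific binding for Kif15 mRNA.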

**FIGURE 2:**
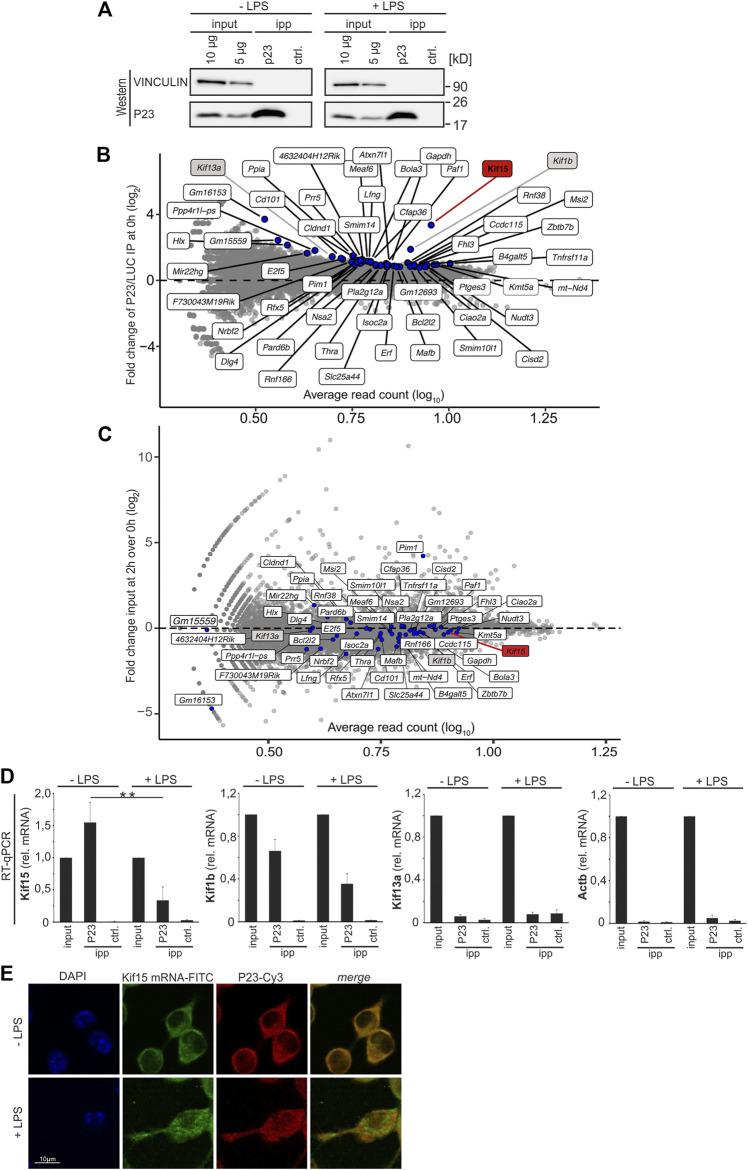
Identification of P23 interacting mRNAs in RAW 264.7 cells. **(A)** P23 immunoprecipitation (P23, antibody JJ3) from cytoplasmic extracts of untreated or LPS-induced RAW 264.7 cells (10 ng/ml, 2 h), which were cross-linked at λ = 254 nm. A LUC antibody served as control (ctrl.) (*n* = 3). **(B)** Specific enrichment of 52 RNAs in the P23 IP compared to LUC IP at the 0 h time point. Significantly enriched RNAs highlighted labeled in blue (adjusted *p*-value ≤ 0.05, Benjamini Hochberg correction, log_2_-transformed fold change >0). **(C)** Expression level of the 52 RNAs in the input of untreated RAW 264.7 cells and at 2 h LPS treatment. **(D)** Analysis of *Kif15, Kif1b and Kif13a* mRNAs enrichment by qPCR, *Actb* mRNA served as control, normalized to exogenously added Luc mRNA. **(E)** RAW 264.7 cells either left untreated or induced with LPS were hybridized with a *Kif15* mRNA probe (FITC, green) for *in situ* hybridization. Immunostaining of endogenous P23 (Cy3, red) with a specific antibody, staining of nuclei with DAPI. Statistical analysis was performed with one-way ANOVA, significance levels defined as ** = *p* < 0.01.

**TABLE 1:** List of 44 P23 interacting mRNAs, which were differentially enriched in response to LPS.

Symbol	Ensembl	PANTHER protein class	P23/LUC [TPMm_ean_]	
			0 h	2 h
ATXN7L1	ENSMUSG00000020564		2.44	0.99
B4GALT5	ENSMUSG00000017929		2.38	1.23
BCL2L2	ENSMUSG00000089682	Signaling molecule	2.10	1.07
BOLA3	ENSMUSG00000045160		2.70	1.06
CCDC115	ENSMUSG00000042111		2.32	0.97
CD101	ENSMUSG00000086564		3.11	0.98
CFAP36	ENSMUSG00000020462		2.54	0.91
CISD2	ENSMUSG00000028165		2.04	1.05
CLDND1	ENSMUSG00000022744		2.77	1.14
DLG4	ENSMUSG00000020886	Transmembrane receptor	2.42	1.56
E2F5	ENSMUSG00000027552	Transcription factor	2.88	0.44
ERF	ENSMUSG00000040857	Signaling molecule, transcription factor	2.19	1.05
FAM96A	ENSMUSG00000032381		2.09	1.01
FHL3	ENSMUSG00000032643	Transcription factor	2.42	1.17
GAPDH	ENSMUSG00000057666	Oxidoreductase	2.25	1.02
HLX	ENSMUSG00000039377	Transcription factor	4.72	1.28
ISOC2A	ENSMUSG00000086784		2.26	1.31
KIF13A	ENSMUSG00000021375	Cytoskeletal protein	3.33	0.73
KIF15	ENSMUSG00000036768	Cytoskeletal protein	12.01	7.80
KIF1B	ENSMUSG00000063077	Cytoskeletal protein	4.35	2.20
KMT5A	ENSMUSG00000049327		2.32	1.09
LFNG	ENSMUSG00000029570	Transferase, signaling molecule	2.76	0.96
MAFB	ENSMUSG00000074622	Transcription factor	2.13	1.21
MEAF6	ENSMUSG00000028863		2.70	1.38
MSI2	ENSMUSG00000069769		2.19	1.08
NRBF2	ENSMUSG00000075000		2.63	0.97
NSA2	ENSMUSG00000060739		2.28	0.87
NUDT3	ENSMUSG00000024213	Hydrolase, phosphatase	2.17	1.19
PAF1	ENSMUSG00000003437		2.33	1.07
PARD6A	ENSMUSG00000044641	Cell junction protein (tight junction)	2.48	0.92
PIM1	ENSMUSG00000024014	Kinase, transferase, receptor	2.71	0.97
PLA2G12A	ENSMUSG00000027999		2.27	1.13
PPIA	ENSMUSG00000071866	Isomerase	3.62	1.13
PRR5	ENSMUSG00000036106		2.80	1.10
PTGES3	ENSMUSG00000071072	Chaperone	2.14	1.16
RFX5	ENSMUSG00000005774	Transcription factor	2.25	1.05
RNF166	ENSMUSG00000014470	Ligase	2.25	1.07
RNF38	ENSMUSG00000035696		2.54	0.90
SLC25A44	ENSMUSG00000050144	Carrier protein, transporter, calcium binding	2.03	0.82
SMIM10L1	ENSMUSG00000072704		2.03	1.04
SMIM14	ENSMUSG00000037822		2.66	1.24
THRA	ENSMUSG00000058756	Receptor, transcription factor	2.48	1.13
TNFRSF11A	ENSMUSG00000026321	Receptor	2.52	1.26
ZBTB7B	ENSMUSG00000028042	Nucleic acid binding	2.29	0.90

Moreover, immunofluorescence and fluorescence *in situ* hybridization (IF-FISH) demonstrated an LPS-dependent decline in P23-*Kif15* mRNA co-localization (Figure 2E), consistent with a reduced P23-poly(A)^+^ RNA interaction (Liepelt et al., 2016). These results initially indicated that the modulation of the P23-*Kif15* mRNA might contribute to macrophage functional control.

To discern common sequence features of the 44 differentially P23 interacting mRNAs, discriminative motif enrichment analysis was performed for the 5′UTR, 3′UTR and open reading frame sequences (Bailey and Elkan, 1994; Bailey et al., 2009) (Figure 3). 

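The 3′UTRs of the 44 mRNAs of Table 1 held more U/G-only hexamers than other mouse 3′UTRs of similar length. In the median mRNA 3.90% of the 3′UTR hexamers consisted of U and G alone, against a median of 3.09% over 10000 random lists of 44 mRNAs. The 28 mRNAs for which Supplementary Table S1 gives a motif p-value held 4.94%, and the 16 without one 2.59%. The highest shares were those of Isoc2a at 12.82%, Pim1 at 9.57% and Lfng at 8.43%.
The share was counted in the RefSeq 3′UTRs of GRCm38 and compared with lists drawn from 19228 mouse genes matched on 3′UTR length. The 44 mRNAs lay at the 99.8th percentile of the random lists, whose central 95% ran from 2.63% to 3.62%. With lists matched also on U plus G content they lay at the 98.7th percentile. The 28 mRNAs with a motif p-value lay at the top of their random lists and the 16 without one at the 16.9th percentile. The motif was found by MEME in these same 3′UTRs, so neither the higher share in the 44 mRNAs nor that in the 28 chosen by the motif is independent evidence for it. The unbound mRNAs of Figure 3B were not analysed here. Supplementary Table S1 gives a MAST E-value for 38 of the 44 mRNAs, of which 27 are under 0.05 and 11 are above 1, and neither value for 6.
Across these mRNAs, all chosen by their enrichment at 0 h, the strength of the motif did not go with the enrichment in untreated cells. That choice narrows the range of enrichment, so the list cannot tell how the motif relates to enrichment over all mRNAs. Spearman's rho between -log10 of the motif p-value and log2 P23 over LUC was 0.02 at 0 h (permutation p = 0.92, adjusted p = 0.92, n = 28 mRNAs) and 0.32 at 2 h (permutation p = 0.1, adjusted p = 0.2). For the share of U/G hexamers, a measure chosen after seeing the data, rho was -0.03 at 0 h (permutation p = 0.82, adjusted p = 0.92, n = 44 mRNAs) and 0.38 at 2 h (permutation p = 0.011, adjusted p = 0.043), and 0.36 at 2 h without Kif15 (permutation p = 0.018). Benjamini-Hochberg adjustment was over these 4 relations, and genes are not independent replicates.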

The search identified a U/G-rich motif consisting of U/G hexamers (E-value: 7.0e-044) (Figure 3A) in the 3’UTR of 38 mRNAs (86%), while a similar 3′UTR motif appeared in less than 30% of unbound control mRNAs (Figure 3B, Supplementary Table S1). The motif search in the 5′UTR and ORF of the 44 P23 target mRNAs did not retrieve meaningful motifs (data not shown). We investigated RNA folds in the vicinity of the identified U/G-rich motifs that could potentially be involved in P23 binding, but due to the low number of sequences, we cannot draw reliable conclusions whether any such Minimal Free Energy (MFE) fold could potentially be involved in P23 binding (data not shown). The position of all detected motif instances in the 3′UTRs of those P23 target mRNAs with an *p*-value with less than 0.0001 is shown in the Supplementary Figure S1. Consistent with the P23 IP, a distinct U/G motif mapped to the *Kif15* mRNA 3′UTR (E-value 6.7e^−18^, *p*-value 7.74e^−21^) (Figure 3C, Supplementary Table S1), whereas it aligned to less extent with the *Kif1b* mRNA 3′UTR (E-value 7.5e^−5^, *p*-value 4.54e^−9^) and was absent from *Kif13a* mRNA (E-value 5.8e^+0^) (Supplementary Table S1).

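Of the 3 kinesin mRNAs, Kif15 had the shortest 3′UTR and the highest share of U/G-only hexamers in it. Its 3′UTR lies on chromosome 9 of GRCm38 from 123018128 to 123018733 and is 606 nt long, and 6.49% of its hexamers consist of U and G alone. The highest number of U/G-only hexamers in a window of 30 nt is 18 of the 25 possible, reached in 8 overlapping windows that start at nucleotides 284 to 291 of the 3′UTR. The first of them spans nucleotides 284 to 313 (123018411 to 123018440). The Kif1b 3′UTR (chromosome 4, 149176319 to 149180767, 4449 nt) holds 3.53% and the Kif13a 3′UTR (chromosome 13, 46749087 to 46750605, 1519 nt) 4.29%. Both have at most 14 U/G-only hexamers in a window of 30 nt. This first Kif15 window reads TATTTTATTTTTTTTTTTTTTGGTTTTTTG on the strand of the gene, with T for U.
Among random lists of 44 mouse 3′UTRs of similar length the median of this highest number per window was 9.00, and among the 44 mRNAs of Table 1 it was 14.00. The hexamers were counted in RefSeq transcripts with any order of U and G, runs of a single base included. This is a wider definition than the motif matrix of MEME. When only hexamers with both U and G were counted, the shares were 4.33% for Kif15, 4.10% for Kif13a and 3.11% for Kif1b.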

**FIGURE 3:**
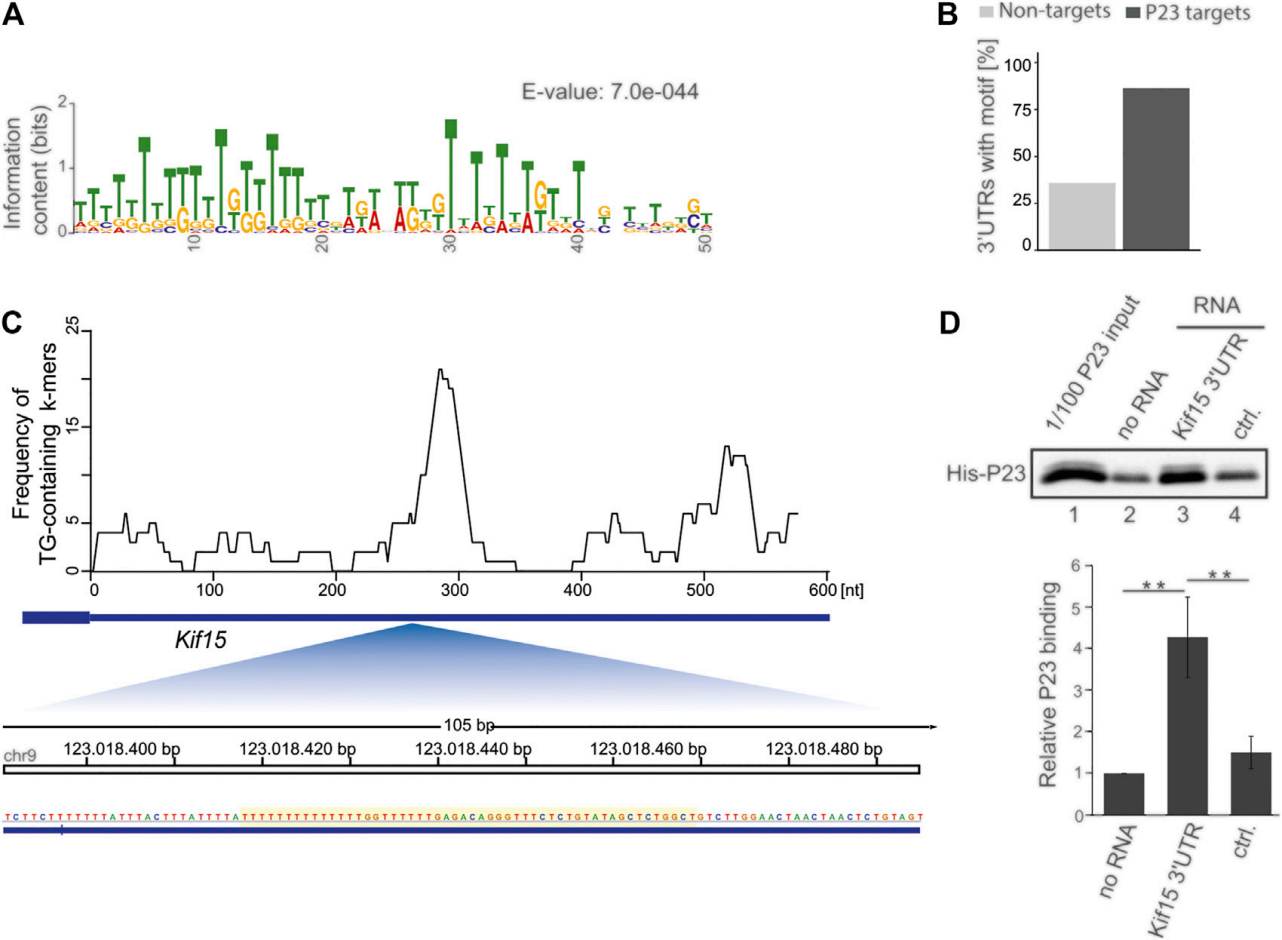
Discriminative motif enrichment analysis in P23 target mRNA 3’UTRs. **(A)** The sequence logo represents the information content (column high) and relative frequency of each nucleotide (relative height within the column) at each position of the motif. **(B)** Frequency of the U/G-rich motif identified by MEME in 44 P23 target mRNAs vs. 117 unbound mRNAs, which were equally expressed but did not exhibit P23 interaction. **(C)** Genome browser view of the *Kif15* 3’UTR (606 nt, NM_010620.1) with frequency profile for U/G-only hexamers (top) and zoom-in on the region harbouring the UG-rich motif identified by MEME (bottom). **(D)** 3’end biotinylated RNAs, *Kif15* mRNA 3’UTR or ALOX15 mRNA 3’UTR DICE (ctrl.), were immobilized on streptavidin beads and incubated with His-P23 (*n* = 3). Following elution, P23 was detected by a specific antibody. Statistical analysis was performed with one-way ANOVA, significance levels defined as ** = *p* < 0.01.

In order to examine specific P23 binding to the U/G motif *in vitro*, we made use of recombinant P23 and 3′biotinylated transcripts coupled to streptavidin beads (Figure 3D). As control we employed the well characterized ALOX15 mRNA 3’UTR U/C-repeat sequence (DICE) that is devoid of U/Gs, confers HNRNPK binding and mediates translational regulation (Ostareck-Lederer et al., 1994; Ostareck et al., 1997; Moritz et al., 2014). His-P23 strongly bound to U/G motif bearing *Kif15* mRNA 3′UTR (Figure 3D, lane 3), whereas no binding exceeding the empty beads background was detected for the DICE control (Figure 3D, lanes 2 and 4). These results indicate that the U/G motif constitutes a P23 binding scaffold.

### *Kif15* mRNA and Protein Are Diminished in Lipopolysaccharides Activated Macrophages

The impact of LPS on the expression of P23 and KIF15 was addressed in time course analyses of both mRNA and protein expression (Figure 4). Efficient RAW 264.7 macrophage activation over 24 h was clearly reflected in the expression kinetics of cytokine mRNAs TNFα and IL1β, which were sharply increased after 2 h and subsequently declined, distinctive for LPS-driven TLR4 signaling (Figure 4A; Liepelt et al., 2014). An increase of P23 mRNA until 6 h followed by a slight reduction (Figure 4A), was also observed at the protein level (Figure 4C). Interestingly, *Kif15* mRNA exhibited a sharp drop after 6 h that was reversed until 24 h (Figure 4A), in contrast to continuously declining KIF15 protein, whereas GAPDH and VINCULIN remained unaffected (Figure 4C). *Actb* mRNA did not change significantly (Figure 4A). The stability of *Kif15* mRNA was only slightly diminished in both untreated and 2 h LPS-induced cells, however 6 h LPS treatment resulted in a distinct destabilization (t_1/2=_3.5 h) (Figure 4B, left panel), concurring with *Kif15* mRNA reduction at that time point (Figure 4A). *Actb* mRNA was only slightly affected (Figure 4B, right panel). A comparable *Kif15* mRNA half-life (t_1/2_ = 5–6 h) was observed in differentiating mouse embryonic stem cells (Sharova et al., 2009). KIF15, also termed Kinesin-12, was originally described as motor protein implicated in mitotic spindle formation (Kashina et al., 1996; Scholey, 2009; Ferenz et al., 2010). Recent studies in neurons indicate functions of KIF15 in the regulation of cell morphology, axonal growth and branching (Buster et al., 2003; Liu et al., 2010), as well as dendrite differentiation and neuronal migration (Lin et al., 2012; Drechsler and Mcainsh, 2016; Feng et al., 2016).

**FIGURE 4:**
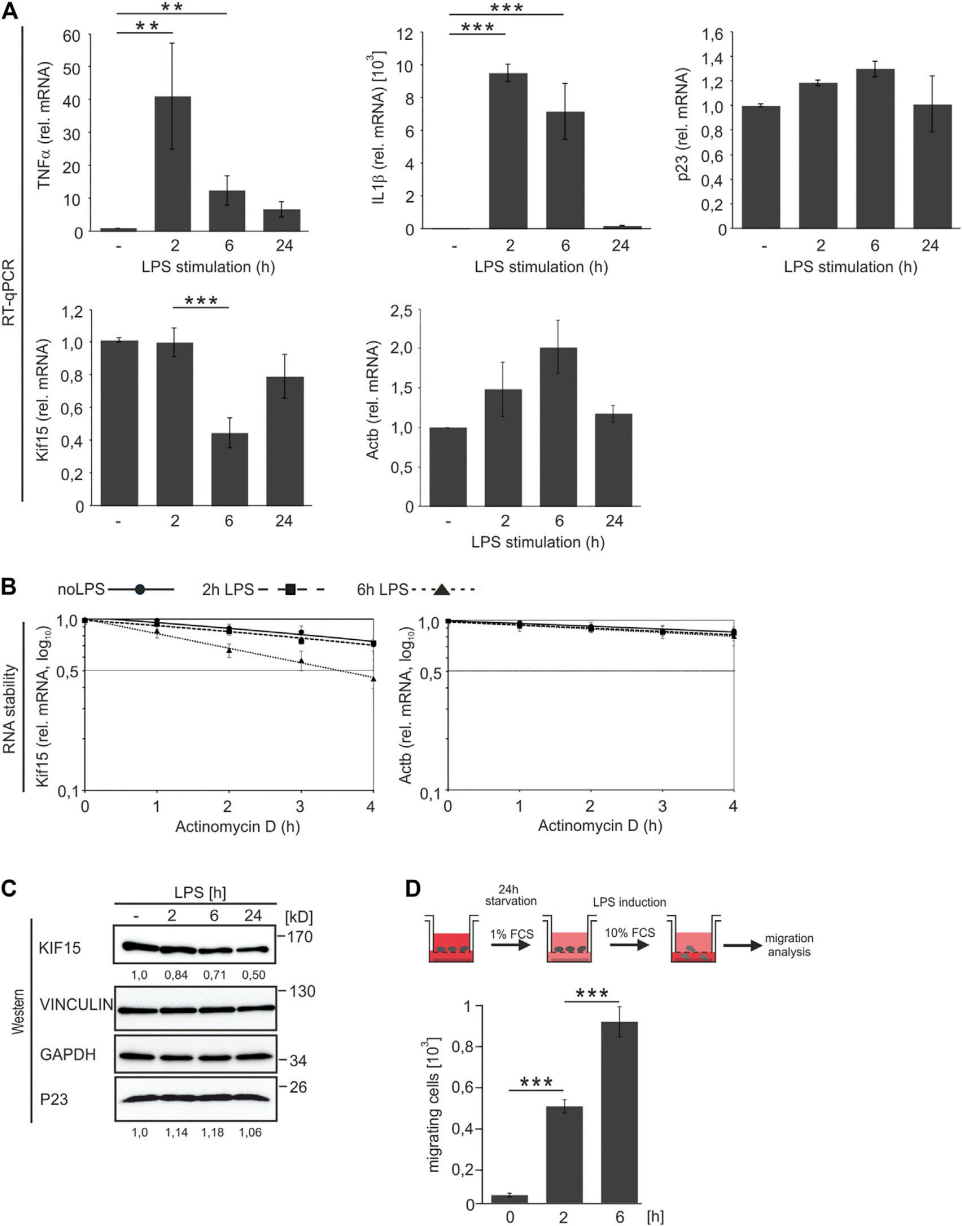
P23 and KIF15 expression in untreated and LPS-induced macrophages. LPS induction of RAW 264.7 macrophages (10 ng/ml, 2, 6 and 24 h) (*n* = 4). **(A)** QPCR analysis of mRNA levels as indicated, normalized to *Ndufv1* mRNA (*n* = 4). **(B)** Inhibition of transcription in untreated cells and after 2 and 6 h LPS induction as indicated (*n* = 3). *Kif15* and *Actb* mRNA were monitored by qPCR, normalized to exogenously added Luc mRNA. **(C)** Representative Western blot with specific antibodies as indicated, KIF15 was normalized to VINCULIN and P23 to GAPDH. **(D)** Upper panel: Schematic representation of the experimental design. Lower panel: RAW 264.7 cell migration in response to LPS (*n* = 3). Statistical analysis was performed with one-way ANOVA, significance levels defined as ** = *p* < 0.01 and *** = *p* < 0.001.

To examine whether LPS-induced macrophage migration (Tajima et al., 2008) is linked to declining KIF15, we established a RAW 264.7 migration assay (Figure 4D). Clearly, enhanced macrophage migration was significantly progressing until 6 h post LPS addition (Figure 4D), when *Kif15* mRNA stability and abundance declined (Figures 4A,B). These observations suggest that LPS entails alterations in *Kif15* mRNA stability, which enable a dynamic macrophage migration response. These results are in agreement with the observed increased movement of KIF15-depleted astrocytes (Feng et al., 2016).

### P23 Depletion Destabilizes *Kif15* mRNA and Activates Migration of Untreated Macrophages

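Between 0 h and 2 h of LPS the normalized count of Kif15 mRNA did not change past the threshold in the P23 IP or in the LUC IP. A normalized count is a level relative to other RNAs of its library. A loss shared by all RNAs of an IP would therefore not show in it. The paper's qPCR of the IPs, normalized to added Luc mRNA, is another measure. The P23 libraries of 2 h were at 1174.3, 1759.4 and 1746.1 normalized counts and those of 0 h at 1265.6, 1496.7 and 1436.9. Kif13a mRNA fell in the P23 IP, and E2f5 mRNA rose in the LUC IP. Kif1b mRNA was lower in the P23 IP at 2 h, at the edge of the threshold.
The log2 change of Kif15 from 0 h to 2 h was 0.16 in the P23 IP (standard error 0.22, adjusted p = 0.54 from edgeR's quasi-likelihood test; -0.41 in the authors' deposited table, which is on another scale) and -0.10 in the LUC IP (standard error 0.29, adjusted p = 0.80 from edgeR). The log2 change of its P23 over LUC was 0.26 (standard error 0.37, adjusted p = 0.83 from edgeR), with a 95% interval from -0.52 to 1.04. Kif13a changed by -1.57 in the P23 IP (standard error 0.29, adjusted p = 0.00031 from edgeR) and by -0.28 in the LUC IP (standard error 0.39, adjusted p = 0.65 from edgeR). E2f5 changed by 1.31 in the LUC IP (standard error 0.21, adjusted p = 0.00014 from edgeR). Kif1b changed by -0.50 in the P23 IP (standard error 0.19, adjusted p = 0.036 from edgeR), a call lost without P23 0 h replicate 2, P23 0 h replicate 3 or P23 2 h replicate 1 (adjusted p up to 0.17).

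**Figure D2:**
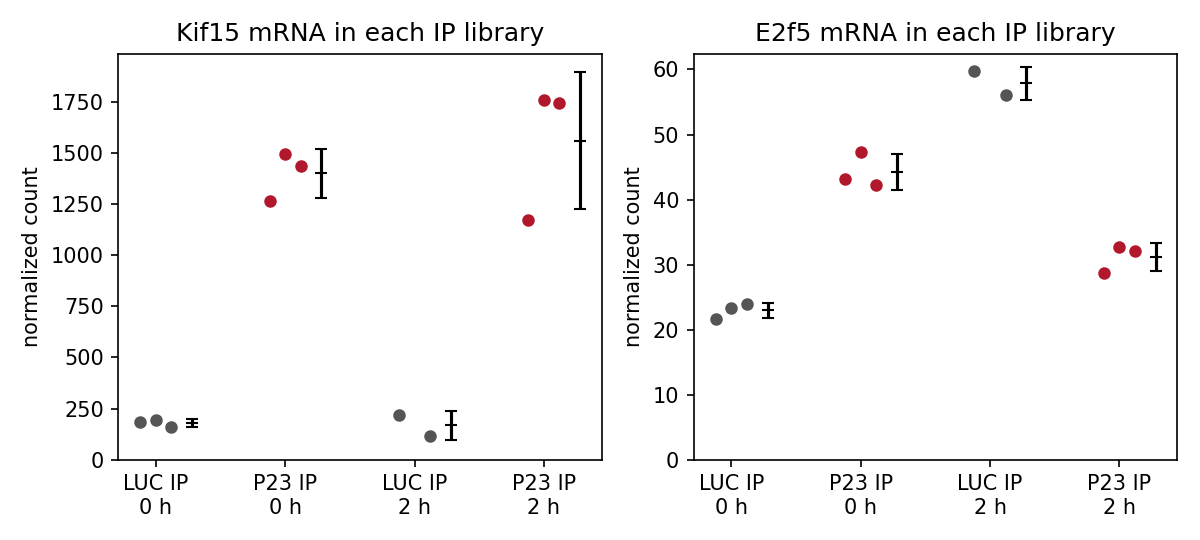
Normalized counts of Kif15 (left) and E2f5 mRNA (right) in each IP library by antibody and time of LPS, with the mean and SD beside the points (n = 3, n = 2 for LUC IP at 2 h). The 3 P23 libraries of Kif15 lie above the LUC libraries at both time points, and for E2f5 the LUC libraries lie above the P23 libraries at 2 h.

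On other scales between the libraries, chosen after seeing the data, the log2 change of Kif15 P23 over LUC was -0.12 (-0.93 to 0.69) with the library sizes behind the authors' fold changes and -0.64 (-2.31 to 1.04) with the scale of the paper's TPM ratios. Without single libraries it was between -0.14 and 0.75. In data simulated at this design, edgeR called 17.5% of RNAs with a log2 change of 0.5 and 65% of those with a change of 1. The simulation gave all RNAs the same dispersion and changed 21 of the 52. In the data 1 RNA was called in this test, so these shares may be too high for Kif15.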

The interaction of P23 with *Kif15* mRNA in untreated macrophages, which strongly declined following LPS treatment (Table 1; Figures 2D,E), pointed us to a potential impact of P23 on *Kif15* mRNA stability. To address this, P23 was depleted from untreated RAW 264.7 macrophages employing two specific siRNAs (#749, #1672) (Figure 5). Interestingly, KIF15 protein and *Kif15* mRNA were specifically reduced as a consequence of diminished P23 expression (Figures 5A,B). Furthermore, *Kif15* mRNA was destabilized when P23 expression was diminished (Figure 5C), indicating a stabilization by P23 in untreated macrophages. A combination of P23 depletion with LPS treatment did not result in further KIF15 decline (data not shown), probably due to a reduced P23-*Kif15* mRNA interaction after 2 h (Table 1; Figures 2D,E).

**FIGURE 5:**
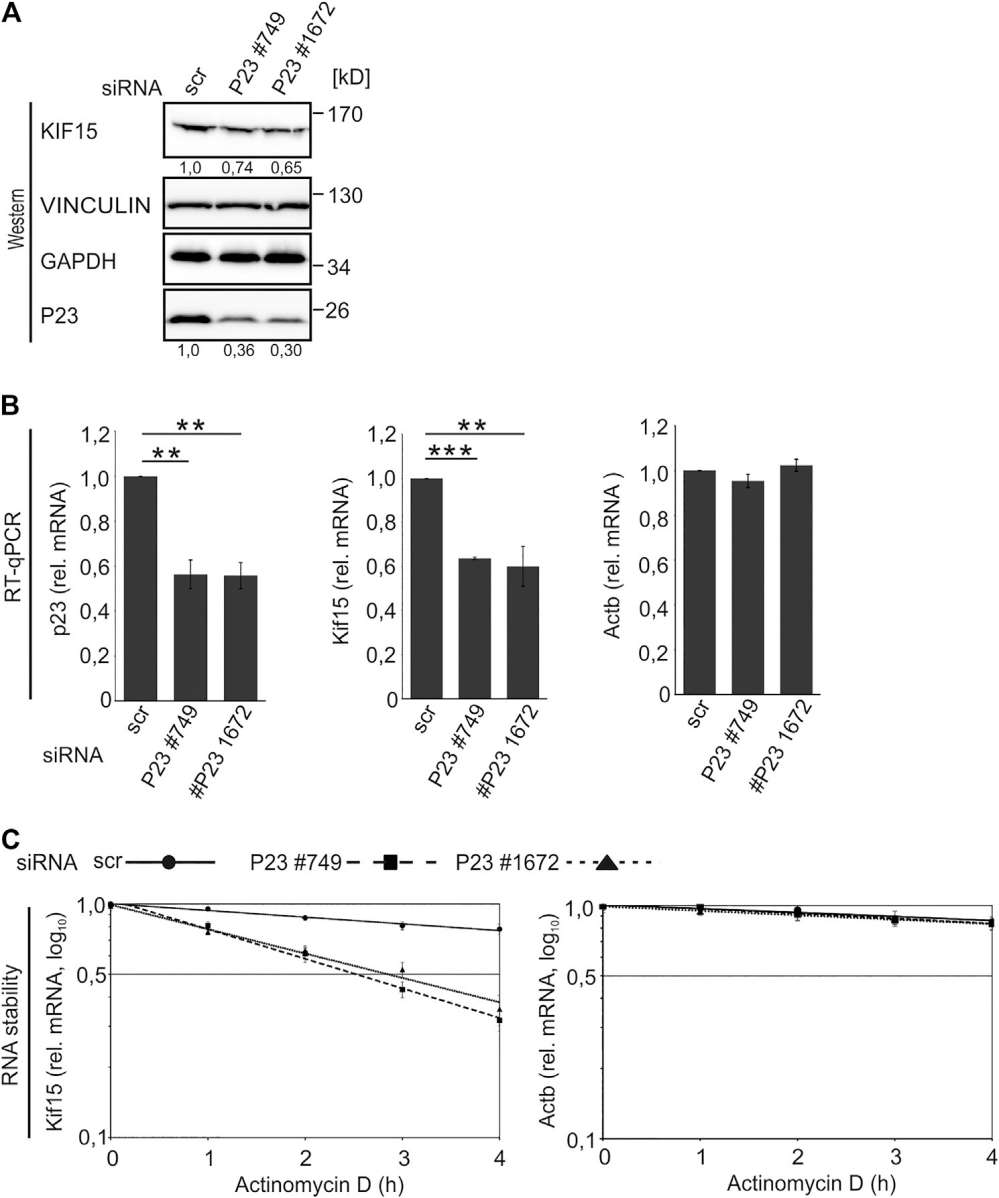
P23 depletion from untreated macrophages results in *Kif15* mRNA and protein decline. **(A)** RAW 264.7 cells were transfected with control (scr) or *P23* siRNAs (#749, #1672) (*n* = 3). Representative Western blot with antibodies as indicated. KIF15 was normalized to VINCULIN and P23 to GAPDH. **(B)** Analysis of mRNA levels by qPCR, normalized to *Ndufv1* mRNA (*n* = 3). **(C)** Inhibition of transcription in untreated cells, as indicated (*n* = 3). *Kif15* and *Actb* mRNAs were monitored by qPCR, normalized to exogenously added Luc mRNA. Statistical analysis was performed with one-way ANOVA, significance levels defined as ** = *p* < 0.01 and *** = *p* < 0.001.

Since declining KIF15 correlated with enforced macrophage migration (Figures 4A,C,D), we integrated P23 as well as KIF15 depletion in a migration assay (Figure 6A). Attenuation of P23 and KIF15 (siRNAs #544, #2481) led to declining KIF15 expression in untreated macrophages (Figure 6B). Noteworthy, both P23 depletion by siRNAs, as well as the direct siRNA-mediated KIF15 reduction, led to a significantly elevated migration activity (Figure 6C). Moreover, augmented pseudopodia formation of siRNA-transfected cells corresponds with enhanced macrophage migration (Figure 6D). Again, a combination of P23 depletion with LPS treatment did not result in further KIF15 decline (data not shown).

**FIGURE 6:**
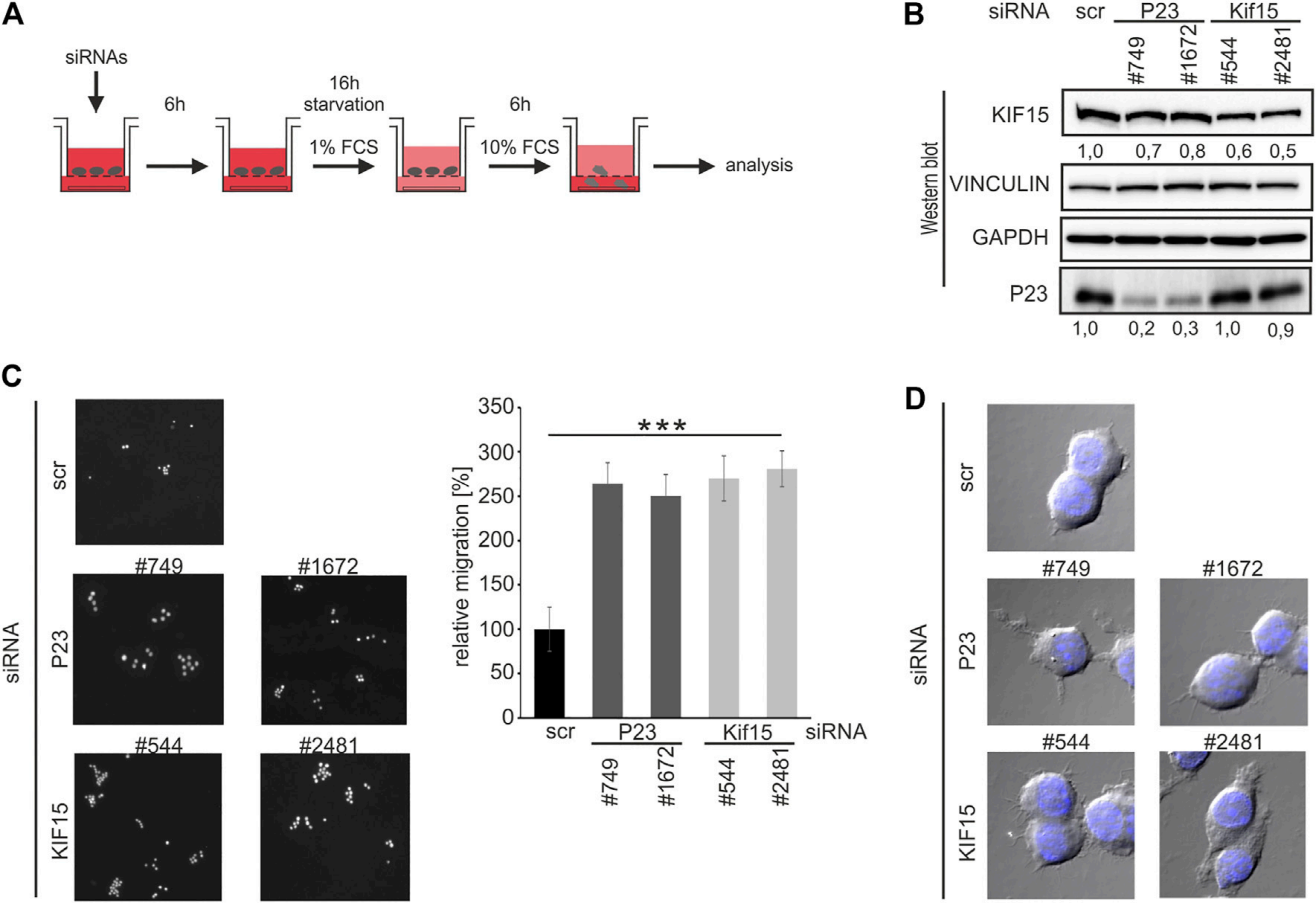
P23 or KIF15 depletion enhances untreated macrophage migration. **(A)** Schematic representation of the experimental design. RAW 264.7 cells were transfected with control (scr), *P23* (#749, #1672) or *Kif15* (#544, #2481) specific siRNAs and treated as depicted (*n* = 3). **(B)** Representative Western blot with antibodies as indicated. KIF15 was normalized to VINCULIN and P23 to GAPDH. **(C)** Left panel: Analysis of migrating cells by microscopy. Right panel: Quantification of migrating cells (n = 3). **(D)** Morphology of migrated cells (DAPI staining and bright-field microscopy). Statistical analysis was performed with one-way ANOVA, significance levels defined as *** = *p* < 0.001.

The finding that P23 depletion attenuates *Kif15* mRNA stability and protein expression (Figures 5A,B,C, 6B) and furthermore drives untreated macrophage migration (Figure 6C), supports the hypothesis that the dynamic formation of P23-*Kif15* mRNA ribonucleoprotein complexes (mRNPs) contributes to macrophage mobility control.

### P23 Interacts With Casein Kinase 2 and Lipopolysaccharides-dependent With HSP90

Besides its function as HSP90 co-chaperone, P23 possesses cytosolic prostaglandin E synthase activity, converting COX-1, but not COX-2-derived prostaglandin PGH2 to PGE2 (Tanioka et al., 2000). In activated cells, casein kinase (CK)2-dependent P23 phosphorylation is linked to increased enzymatic activity and PGE2 production, both facilitated by HSP90 interaction. HSP90 may act as a scaffold that brings P23 and CK2 in close proximity within the P23-CK2-HSP90 complex (Tanioka et al., 2003; Kobayashi et al., 2004; Hara et al., 2010). To address the potential interaction we immunoprecipitated P23 from cytoplasmic extracts of UV-cross-linked untreated RAW 264.7 cells (−LPS) and after 2 h LPS induction (+LPS) with two different P23 antibodies (JJ3 and JJ6, generated against full-length recombinant P23). A luciferase antibody served as control (ctrl.) (Figure 7A). Interestingly, JJ6 immunoprecipitated CK2 and HSP90, the latter more effective from LPS treated cells, but did not co-precipitate the *Kif15* mRNA. In contrast, efficiently *Kif15* mRNA precipitation was demonstrated from untreated cells, which declined after LPS treatment, employing JJ3. However, JJ3 did not co-precipitate CK2 and HSP90. (Figures 7A,B). This indicates that P23 acts as an RBP in untreated cells, while the interaction with HSP90 increases in LPS-stimulated cells. Furthermore, the results may suggest that different structural determinants confer P23-*Kif15* mRNA interaction and binding of CK2 and HSP90.

**FIGURE 7:**
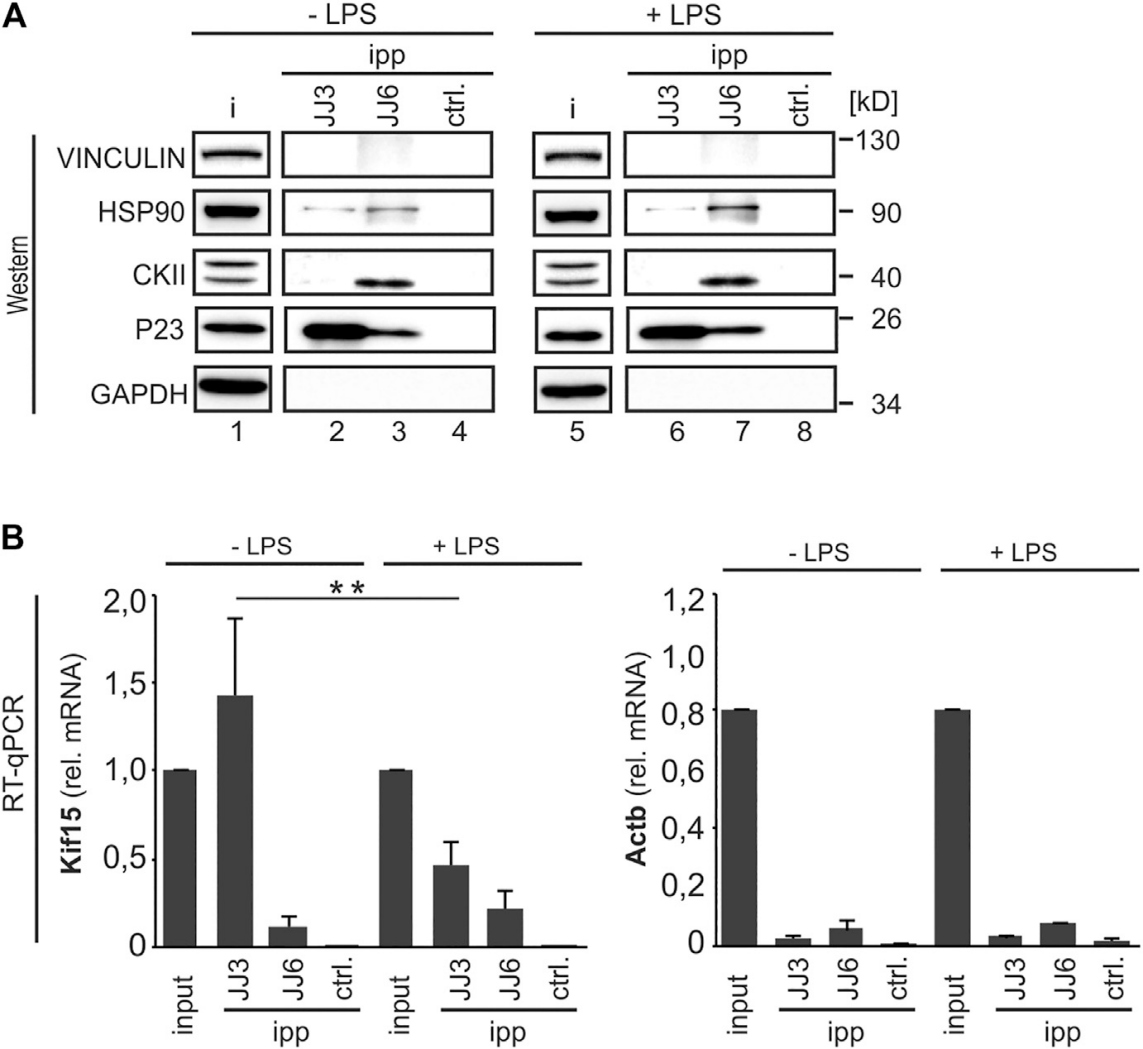
P23 interacts with Casein kinase 2 and LPS-dependent with HSP90. **(A)** P23 immunoprecipitation (JJ3 or JJ6) from cytoplasmic extracts of untreated (−LPS) or LPS-induced (+LPS) RAW 264.7 cells (10 ng/ml, 2 h), which were cross-linked at λ = 254 nm. A LUC antibody served as control (ctrl.) (*n* = 3). Representative Western blot with antibodies as indicated. **(B)** *Kif15* and *Actb* mRNAs were monitored by qPCR, normalized to exogenously added Luc mRNA (*n* = 3). Statistical analysis was performed with one-way ANOVA, significance levels defined as ** = *p* < 0.01.

## Discussion

Besides its function as a HSP90 co-chaperone (Felts and Toft, 2003), it was shown that P23 possesses cytosolic PTGES3 activity (Tanioka et al., 2000), which is elevated in response to LPS in peritoneal macrophages (Naraba et al., 1998). We identified P23 as a novel RBP that exhibits differential poly(A)^+^ RNA binding in untreated macrophages and cells activated in response to LPS (Liepelt et al., 2016), with so far unknown implications for macrophage function. Interestingly, P23 depletion caused an increase in the phagocytic activity of LPS-induced RAW 264.7 macrophages (Figure 1). In context of the differential poly(A)^+^ RNA interaction (Liepelt et al., 2016) this finding motivated us to explore a potential post-transcriptional impact on specific mRNAs. P23 target mRNA fractions immunoprecipitated from cytoplasmic extracts of cross-linked untreated and LPS activated RAW 264.7 cells (RIP) were analyzed by RNAseq and examined for differential P23 association in untreated and activated macrophages (Figure 2). Annotation of proteins encoded by the identified 44 mRNAs revealed an over-representation of transcription factors, cytoskeletal components and proteins involved in signal transduction (Table 1, Supplementary Table S1).

Cytoskeletal proteins are vitally important for macrophage migration and phagocytosis, both connected with extensive cytoskeletal remodeling (Rougerie et al., 2013). The motor protein KIF15 was originally described to participate in spindle formation (Kashina et al., 1996; Scholey, 2009; Ferenz et al., 2010). A diminished interaction of P23 with *Kif15* mRNA in response to LPS is evident from co-precipitation and co-localization analyses (Figures 2D,E). The *Kif15* mRNA decline between 2 and 6 h LPS treatment (Figures 4A,B) suggests that in activated macrophages the loss of P23 association triggers the decay of *Kif15* mRNA. The reduced amount of *Kif15* mRNA that is accompanied by a diminished *Kif15* mRNA stability in untreated macrophages, from which P23 is depleted (Figures 5A,B,C), supports this hypothesis. Furthermore, after 2 h LPS treatment P23 binding to *Kif15* mRNA is significantly reduced (Figure 2D), which could explain why LPS treatment combined with P23 depletion does not cause further KIF15 decline (data not shown).

Discriminative motif enrichment analysis revealed that U/G motifs are specifically enriched in the 3′UTR of P23 target mRNAs, particularly the *Kif15* mRNA 3′UTR (Figures 3A,B,C, Supplementary Table S1), in contrast to unbound mRNAs. The importance of these U/G motifs for specific P23 binding became apparent in *vitro* RNA-interaction assays where recombinant P23 was bound by the *Kif15* mRNA 3′UTR, but not a control RNA consisting of U/C repeats, devoid of U/G motifs (Figure 3D).

Not only for the HSP90 co-chaperone P23 functional poly(A)^+^ RNA interaction was demonstrated (Liepelt et al., 2016), but also for HSPBP1 a HSP70 co-chaperone, which features an *in vitro* preference for pyrimidine-rich sequences (Mahboubi et al., 2020). Specifically, HSPBP1 is implicated in stress-granule formation control and interacts with related proteins G3BP1, HUR and TIA-1/TIAR (Mahboubi et al., 2020). In addition, the chaperone HSP70 independent of its function, exhibits *in vitro* affinity for AU-rich elements (ARE) and stabilizes the ARE containing *VEGFA* mRNA *in vivo* (Kishor et al., 2017).

Interestingly, a motor protein is encoded by *Kif15* mRNA, which is differentially bound by P23 in untreated and LPS-activated macrophages. KIF15 depletion was shown to drive accelerated migration of rat cortical astrocytes (Feng et al., 2016) to contribute to decreased cell proliferation and an extended neuronal axon outgrowth in rodents (Liu et al., 2010). Furthermore, KIF15 mutations accelerate the axonal outgrowth during zebrafish neuronal development and regeneration (Dong et al., 2019). In accordance with the finding that KIF15 diminished conditions lead to an increase in microtubule mobility, these studies point to a function of KIF15 as a brake acting in microtubule transport (Kahn and Baas, 2016; Rao and Baas, 2018; Dong et al., 2019).

Consistently, with decreasing *Kif15* mRNA and protein level (Figures 4A,C) we observed an enhanced migration of activated RAW 264.7 macrophages (Figure 4D) Therefore we hypothesized that the P23-*Kif15* mRNP might contribute to macrophage migration control. P23 or KIF15 depletion from RAW 264.7 cells not exposed to LPS boosted macrophage migration (Figure 6C) and the formation of podosomal protrusions (Figure 6D). Similarly HSP70/90-organizing protein HOP/STI1 was found to contribute to neuroblast migration control (Miyakoshi et al., 2017).

Considering the prominent impact of macrophages on innate immune response control, it would be interesting to search for small molecules, which stabilize the P23-*Kif15* mRNA interaction to inhibit macrophage migration as recently suggested (Gomez-Rial et al., 2020). Alternatively, the innate macrophages immune response could be primed (Deng et al., 2013) through P23-*Kif15* mRNA interaction inhibitors.

Noteworthy, besides it co-chaperone function P23 features cytosolic PTGES3 activity, as demonstrated in LPS-activated peritoneal macrophages (Naraba et al., 1998). Enabled through the interaction with HSP90, CK2-catalyzed P23 phosphorylation leads to elevated enzymatic activity and PGE2 production (Tanioka et al., 2003; Kobayashi et al., 2004; Hara et al., 2010).

P23 immunoprecipitation with two different antibodies, revealed that P23 acts as an RBP in untreated RAW 264.7 macrophages (Figures 2,7). In response to LPS its interaction with HSP90, but not CK2 is enhanced (Figure 7), consistently induction of PTGES3 activity was accompanied by an increase in PTGES3-HSP90 complex formation (Tanioka et al., 2003). In addition, our immunoprecipitation studies suggest that the *Kif15* mRNA interaction and binding of CK2 and HSP90 are mediated by different structural determinants. P23 consists of two modules, a compact β-strand CS domain (CHORD-containing proteins and SGT1) providing a HSP90 binding surface and an unstructured C-terminal tail that is necessary for optimal chaperone activity (Weikl et al., 1999; Weaver et al., 2000). For disordered protein regions a RNA chaperone function has been described (Semrad, 2011) and it was shown that the unstructured C-terminal tail of HIV-1 VIF confers RNA binding (Sleiman et al., 2014).

To investigate a possible contribution of P23/PTGES3 to PGE2 production in LPS-treated RAW264.7 cells, we analyzed culture supernatants of untreated and P23-depleted cells in response to LPS (data not shown). The only moderate reduction of PGE2 production, which was determined could be explained by the activity of two additional PGE synthetases besides PTGES3: inducible microsomal mPGES-1 and the constitutively expressed PGES-2 (Jakobsson et al., 1999; Murakami et al., 2000; Tanikawa et al., 2002). While mPGES-1 is functionally coupled to inducible COX2, mPGES-2 functions equally well with both COX-1 and COX-2 (Hara et al., 2010). To answer this question, an in depth enzymatic analysis of the contribution of individual PGE synthetases in macrophages would be required.

Furthermore, P23 HSP90 co-chaperone function could also be affected by LPS as HSP90 activity is essential for the stabilization and maturation of proteins involved in NFκB activation and inflammation (Chatterjee et al., 2007; Chatterjee et al., 2008; Thangjam et al., 2014). Also in this context, the catalytic activity of CK2 contributes to the modulation of HSP90 chaperone activity (Miyata, 2009).

Our new findings related to P23 as an RBP are summarized in Figure 8 in the context of its known cellular activities. From our data it is conceivable that the function of P23 as an RBP in untreated macrophages is superseded by its enzymatic activity or HSP90 co-chaperone function in LPS activated macrophages, where its RNA binding activity declines. Future studies will focus on the minimal RNA sequence features required for P23 binding, the identification of its RNA-interaction domain and RNA-binding control.

**FIGURE 8:**
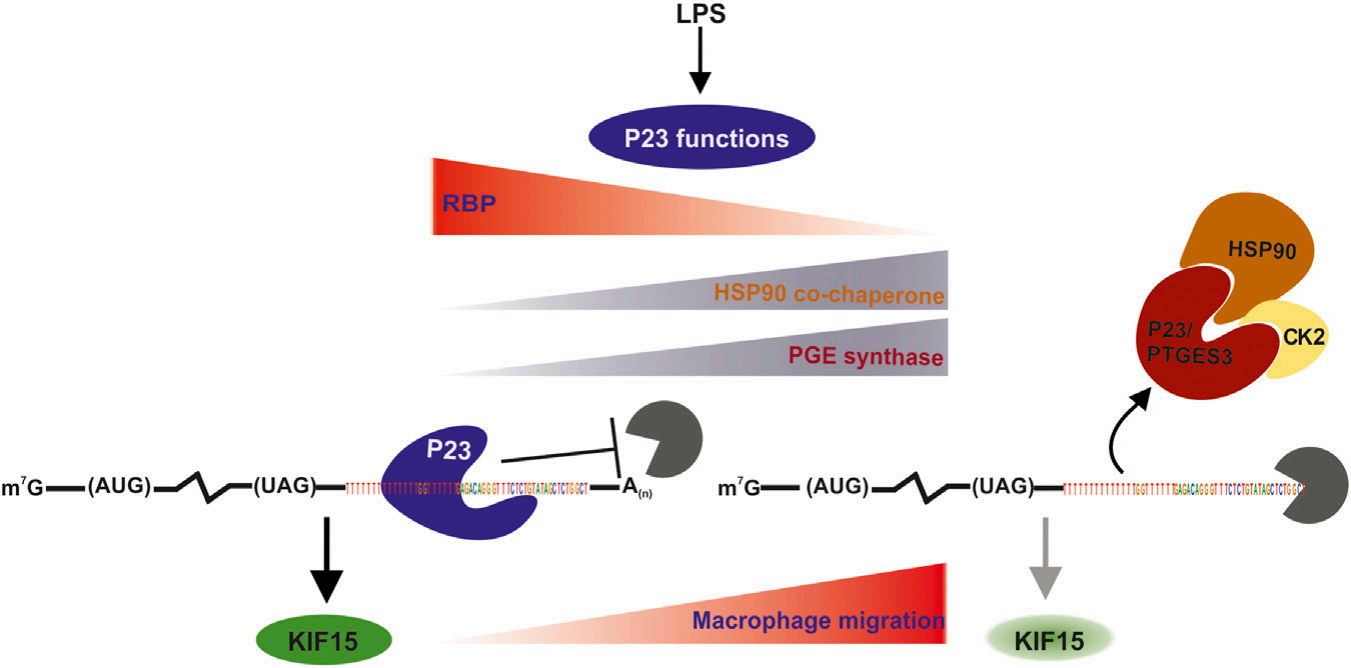
Model of *Kif15* mRNA stability regulation by P23. In untreated macrophages P23 bound to 3’UTR U/G motifs stabilizes *Kif15* mRNA. Newly synthesized KIF15 protein suppresses macrophage migration. Macrophage LPS induction leads to P23 release and *Kif15* mRNA destabilization. Diminished KIF15 expression results in increased macrophage migration, as previously reported for rat cortical astrocytes (Feng et al., 2016). P23 exhibits cytosolic PTGES3 activity, which was demonstrated in LPS-activated peritoneal macrophages (Naraba et al., 1998). Facilitated by HSP90 interaction CK2-catalyzed PTGES3 phosphorylation is linked to increased enzymatic activity and PGE2 production (Tanioka et al., 2003; Kobayashi et al., 2004; Hara et al., 2010). In addition, P23 could also act LPS-dependent as HSP90 co-chaperone, since HSP90 activity is essential for the stabilization and maturation of proteins involved in NFκB activation and inflammation (Chatterjee et al., 2007; Chatterjee et al., 2008; Thangjam et al., 2014). Also in this context, the catalytic activity of CK2 contributes to the modulation of HSP90 chaperone activity (Miyata, 2009).

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE159619.

## Abbreviations

ALOX15, arachidonate-15-lipoxygenase; ATP, adenosine triphosphate; CK2, casein kinase two; FCS, fetal calf serum; G3BP1, Ras GTPase-activating protein-binding protein one; HNRNPK, heterogeneous ribonucleoprotein K; HOP/STI1, HSP70/HSP90 Heat shock organizing protein/stress inducible phosphoprotein one; HSP, heat shock protein; HSPBP1, heat shock protein 70 binding protein one; HUR, human antigen R; KIF15, kinesin family member 15; LPS, lipopolysaccharides; MAPK, mitogen activated kinase; mRNP, messenger ribonucleoprotein complex; NFκB, nuclear factor kappa B; PGE2, prostaglandin E2; PTGES3, prostaglandin E synthase three; qPCR, quantitative polymerase chain reaction; RBP, RNA binding protein; RNAi, RNA interference; RNAseq, RNA sequencing; siRNA, small interfering RNA; TIAR, T-cell intracellular antigen one related protein; TLR4, toll-like receptor four; TTP, tristetraprolin; VEGF, vascular endothelial growth factor.

## References

[B1] AndersS.PylP. T.HuberW. (2015). HTSeq–a Python Framework to Work with High-Throughput Sequencing Data. Bioinformatics 31, 166–169. 10.1093/bioinformatics/btu638 25260700PMC4287950

[B2] BaileyT. L.ElkanC. (1994). Fitting a Mixture Model by Expectation Maximization to Discover Motifs in Biopolymers. Proc. Int. Conf. Intell. Syst. Mol. Biol. 2, 28–36. 7584402

[B3] BaileyT. L.BodenM.BuskeF. A.FrithM.GrantC. E.ClementiL. (2009). MEME SUITE: Tools for Motif Discovery and Searching. Nucleic Acids Res. 37, W202–W208. 10.1093/nar/gkp335 19458158PMC2703892

[B4] BaileyT. L.GribskovM. (1998). Combining Evidence Using P-Values: Application to Sequence Homology Searches. Bioinformatics 14, 48–54. 10.1093/bioinformatics/14.1.48 9520501

[B5] BaltzA. G.MunschauerM.SchwanhäusserB.VasileA.MurakawaY.SchuelerM. (2012). The mRNA-Bound Proteome and its Global Occupancy Profile on Protein-Coding Transcripts. Mol. Cel. 46, 674–690. 10.1016/j.molcel.2012.05.021 22681889

[B6] BenjaminiY.HochbergY. (1995). Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. J. R. Stat. Soc. Ser. B (Methodological) 57, 289–300. 10.1111/j.2517-6161.1995.tb02031.x

[B7] BolgerA. M.LohseM.UsadelB. (2014). Trimmomatic: a Flexible Trimmer for Illumina Sequence Data. Bioinformatics 30, 2114–2120. 10.1093/bioinformatics/btu170 24695404PMC4103590

[B8] BusterD. W.BairdD. H.YuW.SolowskaJ. M.ChauvièreM.MazurekA. (2003). Expression of the Mitotic Kinesin Kif15 in Postmitotic Neurons: Implications for Neuronal Migration and Development. J. Neurocytol. 32, 79–96. 10.1023/a:1027332432740 14618103

[B9] CarpenterS.RicciE. P.MercierB. C.MooreM. J.FitzgeraldK. A. (2014). Post-transcriptional Regulation of Gene Expression in Innate Immunity. Nat. Rev. Immunol. 14, 361–376. 10.1038/nri3682 24854588

[B10] CastelloA.FischerB.EichelbaumK.HorosR.BeckmannB. M.StreinC. (2012). Insights into RNA Biology from an Atlas of Mammalian mRNA-Binding Proteins. Cell 149, 1393–1406. 10.1016/j.cell.2012.04.031 22658674

[B11] CastelloA.HorosR.StreinC.FischerB.EichelbaumK.SteinmetzL. M. (2013). System-wide Identification of RNA-Binding Proteins by Interactome Capture. Nat. Protoc. 8, 491–500. 10.1038/nprot.2013.020 23411631

[B12] ChatterjeeA.DimitropoulouC.DrakopanayiotakisF.AntonovaG.SneadC.CannonJ. (2007). Heat Shock Protein 90 Inhibitors Prolong Survival, Attenuate Inflammation, and Reduce Lung Injury in Murine Sepsis. Am. J. Respir. Crit. Care Med. 176, 667–675. 10.1164/rccm.200702-291OC 17615388PMC1994236

[B13] ChatterjeeA.SneadC.Yetik-AnacakG.AntonovaG.ZengJ.CatravasJ. D. (2008). Heat Shock Protein 90 Inhibitors Attenuate LPS-Induced Endothelial Hyperpermeability. Am. J. Physiology-Lung Cell Mol. Physiol. 294, L755–L763. 10.1152/ajplung.00350.2007 18245267

[B14] De VriesS.Naarmann-De VriesI. S.UrlaubH.LueH.BernhagenJ.OstareckD. H. (2013). Identification of DEAD-Box RNA Helicase 6 (DDX6) as a Cellular Modulator of Vascular Endothelial Growth Factor Expression under Hypoxia*. J. Biol. Chem. 288, 5815–5827. 10.1074/jbc.M112.420711 23293030PMC3581395

[B15] DengH.MaitraU.MorrisM.LiL. (2013). Molecular Mechanism Responsible for the Priming of Macrophage Activation. J. Biol. Chem. 288, 3897–3906. 10.1074/jbc.M112.424390 23264622PMC3567643

[B16] DongZ.WuS.ZhuC.WangX.LiY.ChenX. (2019). Clustered Regularly Interspaced Short Palindromic Repeats (CRISPR)/Cas9-mediated Kif15 Mutations Accelerate Axonal Outgrowth during Neuronal Development and Regeneration in Zebrafish. Traffic 20, 71–81. 10.1111/tra.12621 30411440PMC6317882

[B17] DrechslerH.McainshA. D. (2016). Kinesin-12 Motors Cooperate to Suppress Microtubule Catastrophes and Drive the Formation of Parallel Microtubule Bundles. Proc. Natl. Acad. Sci. USA 113, E1635–E1644. 10.1073/pnas.1516370113 26969727PMC4812750

[B18] EchtenkampF. J.ZelinE.OxelmarkE.WooJ. I.AndrewsB. J.GarabedianM. (2011). Global Functional Map of the P23 Molecular Chaperone Reveals an Extensive Cellular Network. Mol. Cel. 43, 229–241. 10.1016/j.molcel.2011.05.029 PMC315584121777812

[B19] FeltsS. J.ToftD. O. (2003). p23, a Simple Protein with Complex Activities. Cell Stress Chaper 8, 108–113. 10.1379/1466-1268(2003)008<0108:paspwc>2.0.co;22 PMC51486114627195

[B20] FengJ.HuZ.ChenH.HuanJ.WuR.DongZ. (2016). Depletion of Kinesin-12, a Myosin-IIB Interacting Protein, Promotes Migration of Cortical Astrocytes. J. Cel. Sci. 129, 2438–2447. 10.1242/jcs.181867 PMC492025027170353

[B21] FerenzN. P.GableA.WadsworthP. (2010). Mitotic Functions of Kinesin-5. Semin. Cel. Dev. Biol. 21, 255–259. 10.1016/j.semcdb.2010.01.019 PMC284446620109572

[B22] GautierE. L.ShayT.ShayT.MillerJ.GreterM.JakubzickC. (2012). Gene-expression Profiles and Transcriptional Regulatory Pathways that Underlie the Identity and Diversity of Mouse Tissue Macrophages. Nat. Immunol. 13, 1118–1128. 10.1038/ni.2419 23023392PMC3558276

[B23] Gomez-RialJ.Rivero-CalleI.SalasA.Martinon-TorresF. (2020). Role of Monocytes/Macrophages in Covid-19 Pathogenesis: Implications for Therapy. Infect. Drug. Resist. Vol. 13, 2485–2493. 10.2147/IDR.S258639 32801787PMC7383015

[B24] HaraS.KameiD.SasakiY.TanemotoA.NakataniY.MurakamiM. (2010). Prostaglandin E Synthases: Understanding Their Pathophysiological Roles through Mouse Genetic Models. Biochimie 92, 651–659. 10.1016/j.biochi.2010.02.007 20159030

[B25] HarrisonR. E.GrinsteinS. (2002). Phagocytosis and the Microtubule Cytoskeleton. Biochem. Cel. Biol. 80, 509–515. 10.1139/o02-142 12440692

[B26] HoltS. E.AisnerD. L.BaurJ.TesmerV. M.DyM.OuelletteM. (1999). Functional Requirement of P23 and Hsp90 in Telomerase Complexes. Genes Dev. 13, 817–826. 10.1101/gad.13.7.817 10197982PMC316592

[B27] HotchkissR. S.KarlI. E. (2003). The Pathophysiology and Treatment of Sepsis. N. Engl. J. Med. 348, 138–150. 10.1056/NEJMra021333 12519925

[B28] HuJ.ToftD.AnselmoD.WangX. (2002). *In Vitro* reconstitution of Functional Hepadnavirus Reverse Transcriptase with Cellular Chaperone Proteins. J. Virol. 76, 269–279. 10.1128/jvi.76.1.269-279.2002 11739692PMC135730

[B29] JakobssonP.-J.ThorenS.MorgensternR.SamuelssonB. (1999). Identification of Human Prostaglandin E Synthase: a Microsomal, Glutathione-dependent, Inducible Enzyme, Constituting a Potential Novel Drug Target. Proc. Natl. Acad. Sci. 96, 7220–7225. 10.1073/pnas.96.13.7220 10377395PMC22058

[B30] JohnsonJ. L.BeitoT. G.KrcoC. J.ToftD. O. (1994). Characterization of a Novel 23-kilodalton Protein of Unactive Progesterone Receptor Complexes. Mol. Cel. Biol. 14, 1956–1963. 10.1128/mcb.14.3.1956 PMC3585548114727

[B31] KafaslaP.SklirisA.KontoyiannisD. L. (2014). Post-transcriptional Coordination of Immunological Responses by RNA-Binding Proteins. Nat. Immunol. 15, 492–502. 10.1038/ni.2884 24840980

[B32] KahnO. I.BaasP. W. (2016). Microtubules and Growth Cones: Motors Drive the Turn. Trends Neurosciences 39, 433–440. 10.1016/j.tins.2016.04.009 PMC493068327233682

[B33] KashinaA. S.BaskinR. J.ColeD. G.WedamanK. P.SaxtonW. M.ScholeyJ. M. (1996). A Bipolar Kinesin. Nature 379, 270–272. 10.1038/379270a0 8538794PMC3203953

[B34] KharrazY.LefortA.LibertF.MannC. J.GueydanC.KruysV. (2016). Genome-wide Analysis of TIAR RNA Ligands in Mouse Macrophages before and after LPS Stimulation. Genomics Data 7, 297–300. 10.1016/j.gdata.2016.02.007 26981431PMC4778682

[B35] KimD.PerteaG.TrapnellC.PimentelH.KelleyR.SalzbergS. L. (2013). TopHat2: Accurate Alignment of Transcriptomes in the Presence of Insertions, Deletions and Gene Fusions. Genome Biol. 14, R36. 10.1186/gb-2013-14-4-r36 23618408PMC4053844

[B36] KishorA.WhiteE. J. F.MatsangosA. E.YanZ.TandukarB.WilsonG. M. (2017). Hsp70's RNA-Binding and mRNA-Stabilizing Activities Are Independent of its Protein Chaperone Functions. J. Biol. Chem. 292, 14122–14133. 10.1074/jbc.M117.785394 28679534PMC5572911

[B37] KobayashiT.NakataniY.TaniokaT.TsujimotoM.NakajoS.NakayaK. (2004). Regulation of Cytosolic Prostaglandin E Synthase by Phosphorylation. Biochem. J. 381, 59–69. 10.1042/BJ20040118 15040786PMC1133762

[B38] KratochvillF.MachacekC.VoglC.EbnerF.SedlyarovV.GruberA. R. (2011). Tristetraprolin‐driven Regulatory Circuit Controls Quality and Timing of mRNA Decay in Inflammation. Mol. Syst. Biol. 7, 560. 10.1038/msb.2011.93 22186734PMC3737733

[B39] KwonS. C.YiH.EichelbaumK.FöhrS.FischerB.YouK. T. (2013). The RNA-Binding Protein Repertoire of Embryonic Stem Cells. Nat. Struct. Mol. Biol. 20, 1122–1130. 10.1038/nsmb.2638 23912277

[B40] LiaoY.CastelloA.FischerB.LeichtS.FöehrS.FreseC. K. (2016). The Cardiomyocyte RNA-Binding Proteome: Links to Intermediary Metabolism and Heart Disease. Cel. Rep. 16, 1456–1469. 10.1016/j.celrep.2016.06.084 PMC497727127452465

[B41] LiepeltA.MossanenJ. C.DeneckeB.HeymannF.De SantisR.TackeF. (2014). Translation Control of TAK1 mRNA by hnRNP K Modulates LPS-Induced Macrophage Activation. RNA 20, 899–911. 10.1261/rna.042788.113 24751651PMC4024643

[B42] LiepeltA.Naarmann-De VriesI. S.SimonsN.EichelbaumK.FöhrS.ArcherS. K. (2016). Identification of RNA-Binding Proteins in Macrophages by Interactome Capture. Mol. Cell Proteomics 15, 2699–2714. 10.1074/mcp.M115.056564 27281784PMC4974345

[B43] LinS.LiuM.MozgovaO. I.YuW.BaasP. W. (2012). Mitotic Motors Coregulate Microtubule Patterns in Axons and Dendrites. J. Neurosci. 32, 14033–14049. 10.1523/JNEUROSCI.3070-12.2012 23035110PMC3482493

[B44] LiuM.NadarV. C.KozielskiF.KozlowskaM.YuW.BaasP. W. (2010). Kinesin-12, a Mitotic Microtubule-Associated Motor Protein, Impacts Axonal Growth, Navigation, and Branching. J. Neurosci. 30, 14896–14906. 10.1523/JNEUROSCI.3739-10.2010 21048148PMC3064264

[B45] LivakK. J.SchmittgenT. D. (2001). Analysis of Relative Gene Expression Data Using Real-Time Quantitative PCR and the 2−ΔΔCT Method. Methods 25, 402–408. 10.1006/meth.2001.1262 11846609

[B46] MahboubiH.MoujaberO.KodihaM.StochajU. (2020). The Co-chaperone HspBP1 Is a Novel Component of Stress Granules that Regulates Their Formation. Cells 9, 825. 10.3390/cells9040825 9 PMC722680732235396

[B47] MedzhitovR.HorngT. (2009). Transcriptional Control of the Inflammatory Response. Nat. Rev. Immunol. 9, 692–703. 10.1038/nri2634 19859064

[B48] MiH.MuruganujanA.CasagrandeJ. T.ThomasP. D. (2013). Large-scale Gene Function Analysis with the PANTHER Classification System. Nat. Protoc. 8, 1551–1566. 10.1038/nprot.2013.092 23868073PMC6519453

[B49] MiyakoshiL. M.Marques-CoelhoD.De SouzaL. E. R.LimaF. R. S.MartinsV. R.ZanataS. M. (2017). Evidence of a Cell Surface Role for Hsp90 Complex Proteins Mediating Neuroblast Migration in the Subventricular Zone. Front. Cel. Neurosci. 11, 138. 10.3389/fncel.2017.00138 PMC543411228567003

[B50] MiyataY. (2009). Protein Kinase CK2 in Health and Disease. Cell. Mol. Life Sci. 66, 1840–1849. 10.1007/s00018-009-9152-0 19387550PMC11115779

[B51] MoritzB.LilieH.Naarmann-De VriesI. S.UrlaubH.WahleE.Ostareck-LedererA. (2014). Biophysical and Biochemical Analysis of hnRNP K: Arginine Methylation, Reversible Aggregation and Combinatorial Binding to Nucleic Acids. Biol. Chem. 395, 837–853. 10.1515/hsz-2014-0146 25003387

[B52] MurakamiM.NarabaH.TaniokaT.SemmyoN.NakataniY.KojimaF. (2000). Regulation of Prostaglandin E2 Biosynthesis by Inducible Membrane-Associated Prostaglandin E2 Synthase that Acts in Concert with Cyclooxygenase-2. J. Biol. Chem. 275, 32783–32792. 10.1074/jbc.M003505200 10869354

[B53] NaarmannI. S.HarnischC.Muller-NewenG.UrlaubH.Ostareck-LedererA.OstareckD. H. (2010). DDX6 Recruits Translational Silenced Human Reticulocyte 15-lipoxygenase mRNA to RNP Granules. RNA 16, 2189–2204. 10.1261/rna.2211110 20884783PMC2957058

[B54] NairS. C.ToranE. J.RimermanR. A.HjermstadS.SmithgallT. E.SmithD. F. (1996). A Pathway of Multi-Chaperone Interactions Common to Diverse Regulatory Proteins: Estrogen Receptor, Fes Tyrosine Kinase, Heat Shock Transcription Factor Hsf1, and the Aryl Hydrocarbon Receptor. Cell Stress Chaper 1, 237–250. 10.1379/1466-1268(1996)001<0237:apomci>2.3.co;22 PMC3764619222609

[B55] NarabaH.MurakamiM.MatsumotoH.ShimbaraS.UenoA.KudoI. (1998). Segregated Coupling of Phospholipases A2, Cyclooxygenases, and Terminal Prostanoid Synthases in Different Phases of Prostanoid Biosynthesis in Rat Peritoneal Macrophages. J. Immunol. 160, 2974–2982. 9510202

[B56] OstareckD. H.Ostareck-LedererA. (2019). RNA-binding Proteins in the Control of LPS-Induced Macrophage Response. Front. Genet. 10, 31. 10.3389/fgene.2019.00031 30778370PMC6369361

[B57] OstareckD. H.Ostareck-LedererA.WilmM.ThieleB. J.MannM.HentzeM. W. (1997). mRNA Silencing in Erythroid Differentiation: hnRNP K and hnRNP E1 Regulate 15-Lipoxygenase Translation from the 3’ End. Cell 89, 597–606. 10.1016/s0092-8674(00)80241-x 9160751

[B58] Ostareck-LedererA.OstareckD. H.CansC.NeubauerG.BomsztykK.Superti-FurgaG. (2002). c-Src-mediated Phosphorylation of hnRNP K Drives Translational Activation of Specifically Silenced mRNAs. Mol. Cell. Biol. 22, 4535–4543. 10.1128/mcb.22.13.4535-4543.2002 12052863PMC133888

[B59] Ostareck-LedererA.OstareckD. H.StandartN.ThieleB. J. (1994). Translation of 15-lipoxygenase mRNA Is Inhibited by a Protein that Binds to a Repeated Sequence in the 3’ Untranslated Region. EMBO J. 13, 1476–1481. 10.1002/j.1460-2075.1994.tb06402.x 8137829PMC394967

[B60] RaoA. N.BaasP. W. (2018). Polarity Sorting of Microtubules in the Axon. Trends Neurosciences 41, 77–88. 10.1016/j.tins.2017.11.002 PMC580115229198454

[B61] ReynierF.De VosA. F.HoogerwerfJ. J.BresserP.Van Der ZeeJ. S.PayeM. (2012). Gene Expression Profiles in Alveolar Macrophages Induced by Lipopolysaccharide in Humans. Mol. Med. 18, 1303–1311. 10.2119/molmed.2012.00230 22952057PMC3521791

[B62] RobinsonM. D.MccarthyD. J.SmythG. K. (2010). edgeR: a Bioconductor Package for Differential Expression Analysis of Digital Gene Expression Data. Bioinformatics 26, 139–140. 10.1093/bioinformatics/btp616 19910308PMC2796818

[B63] RougerieP.MiskolciV.CoxD. (2013). Generation of Membrane Structures during Phagocytosis and Chemotaxis of Macrophages: Role and Regulation of the Actin Cytoskeleton. Immunol. Rev. 256, 222–239. 10.1111/imr.12118 24117824PMC3806206

[B64] RutledgeH. R.JiangW.YangJ.WargL. A.SchwartzD. A.PisetskyD. S. (2011). Gene Expression Profiles of RAW264.7 Macrophages Stimulated with Preparations of LPS Differing in Isolation and Purity. Innate Immun. 18, 80–88. 10.1177/1753425910393540 21239457

[B65] ScholeyJ. M. (2009). Kinesin-5 in Drosophila Embryo Mitosis: Sliding Filament or Spindle Matrix Mechanism? Cell Motil. Cytoskeleton 66, 500–508. 10.1002/cm.20349 19291760PMC2778298

[B66] SedlyarovV.FallmannJ.EbnerF.HuemerJ.SneezumL.IvinM. (2016). Tristetraprolin Binding Site Atlas in the Macrophage Transcriptome Reveals a Switch for Inflammation Resolution. Mol. Syst. Biol. 12, 868. 10.15252/msb.20156628 27178967PMC4988506

[B67] SemradK. (2011). Proteins with RNA Chaperone Activity: a World of Diverse Proteins with a Common Task-Impediment of RNA Misfolding. Biochem. Res. Int. 2011, 1–11. 10.1155/2011/532908 PMC301789221234377

[B68] SharovaL. V.SharovA. A.NedorezovT.PiaoY.ShaikN.KoM. S. H. (2009). Database for mRNA Half-Life of 19 977 Genes Obtained by DNA Microarray Analysis of Pluripotent and Differentiating Mouse Embryonic Stem Cells. DNA Res. 16, 45–58. 10.1093/dnares/dsn030 19001483PMC2644350

[B69] SleimanD.BernacchiS.Xavier GuerreroS.BrachetF.LarueV.PaillartJ.-C. (2014). Characterization of RNA Binding and Chaperoning Activities of HIV-1 Vif Protein. RNA Biol. 11, 906–920. 10.4161/rna.29546 25144404PMC4179964

[B70] SmaleS. T. (2012). Transcriptional Regulation in the Innate Immune System. Curr. Opin. Immunol. 24, 51–57. 10.1016/j.coi.2011.12.008 22230561PMC3288296

[B71] StaudacherJ. J.Naarmann-de VriesI. S.UjvariS. J.KlingerB.KasimM.BenkoE. (2015). Hypoxia-induced Gene Expression Results from Selective mRNA Partitioning to the Endoplasmic Reticulum. Nucleic Acids Res. 43, 3219–3236. 10.1093/nar/gkv167 25753659PMC4381074

[B72] StoecklinG.TenenbaumS. A.MayoT.ChitturS. V.GeorgeA. D.BaroniT. E. (2008). Genome-wide Analysis Identifies Interleukin-10 mRNA as Target of Tristetraprolin. J. Biol. Chem. 283, 11689–11699. 10.1074/jbc.M709657200 18256032PMC2431067

[B73] StuartL. M.EzekowitzR. A. B. (2005). Phagocytosis. Immunity 22, 539–550. 10.1016/j.immuni.2005.05.002 15894272

[B74] TajimaT.MurataT.AritakeK.UradeY.HiraiH.NakamuraM. (2008). Lipopolysaccharide Induces Macrophage Migration via Prostaglandin D2and Prostaglandin E2. J. Pharmacol. Exp. Ther. 326, 493–501. 10.1124/jpet.108.137992 18492946

[B75] TanikawaN.OhmiyaY.OhkuboH.HashimotoK.KangawaK.KojimaM. (2002). Identification and Characterization of a Novel Type of Membrane-Associated Prostaglandin E Synthase. Biochem. Biophysical Res. Commun. 291, 884–889. 10.1006/bbrc.2002.6531 11866447

[B76] TaniokaT.NakataniY.KobayashiT.TsujimotoM.Oh-IshiS.MurakamiM. (2003). Regulation of Cytosolic Prostaglandin E2 Synthase by 90-kDa Heat Shock Protein. Biochem. Biophysical Res. Commun. 303, 1018–1023. 10.1016/s0006-291x(03)00470-4 12684036

[B77] TaniokaT.NakataniY.SemmyoN.MurakamiM.KudoI. (2000). Molecular Identification of Cytosolic Prostaglandin E2 Synthase that Is Functionally Coupled with Cyclooxygenase-1 in Immediate Prostaglandin E2Biosynthesis. J. Biol. Chem. 275, 32775–32782. 10.1074/jbc.M003504200 10922363

[B78] ThangjamG. S.DimitropoulouC.JoshiA. D.BarabutisN.ShawM. C.KovalenkovY. (2014). Novel Mechanism of Attenuation of LPS-Induced NF-Κb Activation by the Heat Shock Protein 90 Inhibitor, 17-N-Allylamino-17-Demethoxygeldanamycin, in Human Lung Microvascular Endothelial Cells. Am. J. Respir. Cel. Mol. Biol. 50, 942–952. 10.1165/rcmb.2013-0214OC PMC406894324303801

[B79] ThomasP. D.CampbellM. J.KejariwalA.MiH.KarlakB.DavermanR. (2003). PANTHER: a Library of Protein Families and Subfamilies Indexed by Function. Genome Res. 13, 2129–2141. 10.1101/gr.772403 12952881PMC403709

[B80] TiedjeC.Diaz-MuñozM. D.TrulleyP.AhlforsH.LaassK.BlackshearP. J. (2016). The RNA-Binding Protein TTP Is a Global post-transcriptional Regulator of Feedback Control in Inflammation. Nucleic Acids Res. 44, gkw474–7440. 10.1093/nar/gkw474 PMC500973527220464

[B81] VaureC. l.LiuY. (2014). A Comparative Review of Toll-like Receptor 4 Expression and Functionality in Different Animal Species. Front. Immunol. 5, 316. 10.3389/fimmu.2014.00316 25071777PMC4090903

[B82] WeaverA. J.SullivanW. P.FeltsS. J.OwenB. A. L.ToftD. O. (2000). Crystal Structure and Activity of Human P23, a Heat Shock Protein 90 Co-chaperone. J. Biol. Chem. 275, 23045–23052. 10.1074/jbc.M003410200 10811660

[B83] WeiklT.AbelmannK.BuchnerJ. (1999). An Unstructured C-Terminal Region of the Hsp90 Co-chaperone P23 Is Important for its Chaperone Function 1 1Edited by R. Huber. J. Mol. Biol. 293, 685–691. 10.1006/jmbi.1999.3172 10543959

[B84] XuZ.PalJ. K.ThulasiramanV.HahnH. P.ChenJ.-J.MattsR. L. (1997). The Role of the 90-kDa Heat-Shock Protein and its Associated Cohorts in Stabilizing the Heme-Regulated Eif-24Al Kinase in Reticulocyte Lysates during Heat Stress. Eur. J. Biochem. 246, 461–470. 10.1111/j.1432-1033.1997.t01-1-00461.x 9208939

[B85] ZanottiS.KumarA.KumarA. (2002). Cytokine Modulation in Sepsis and Septic Shock. Expert Opin. Investig. Drugs 11, 1061–1075. 10.1517/13543784.11.8.1061 12150702

How the deposited data were processed for this re-analysis (not part of the article)

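RNA bound by P23 was measured by sequencing of RNA co-precipitated with P23 or with a control antibody against LUC from mouse macrophages at 0 h and 2 h of LPS, with 1 input library per time point. The authors made the raw counts from reads trimmed with Trimmomatic 0.33, checked with FastQC 0.11.2, mapped with TopHat 2.0.14 to GRCm38 and counted per gene with HTSeq 0.6.1 without regard to strand. The variance-stabilized log2 values were made by the authors from the counts divided by 1 size factor per library, as the deposited values themselves show. The log2 fold changes were made by the authors with edgeR from all genes. The p-values and the FDR deposited beside them were made by the authors with edgeR over 47069 genes. All 13 libraries were mapped to their group by the column names of the deposited table, and 0 columns of samples were left unmapped.
The table holds 52 RNAs, which the study had called enriched with P23 at 0 h on these libraries, so no other RNA could be tested and sums over the table are not library sizes. All 52 Ensembl identifiers matched GENCODE M21, from which positions and overlapping genes were taken. The size factors were computed from the variance-stabilized values. The library sizes behind the authors' fold changes and the scale of the paper's TPM ratios were fitted to the authors' values, and the latter is therefore no separate check of those ratios.
The groups were compared with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit and test, 4 group means, 11 IP libraries, preset size factors, Benjamini-Hochberg over 52 RNAs, adjusted p of 0.05 or less). The plan written before the data were examined named limma on log2 values for a table of normalized values per library, and edgeR for raw counts of all genes. The table fits neither case in full, since it holds variance-stabilized values and raw counts of 52 RNAs. The choice of edgeR as the reported test was made after the table was seen, because counts carry the depth behind each value, and limma 3.58.1 on the variance-stabilized values was run as an alternative. Fits of log2 TPM, filters on TPM and fits of all genes, which the plan held, were not run, because the table holds neither TPM nor all genes. The geometric means planned on TPM plus 0.1 were taken of normalized counts plus 0.1. The planned scaling to an equal median over RNAs that the study did not call was taken over all 52, since the table holds no others. DESeq2 1.42.0, both other scales and a filter at a mean normalized count of 20 were added after the data were seen. So were limma without trend, robust prior or weights and the matched random lists of 3′UTRs.
Ratios of mean normalized counts were taken as in the paper's methods, which use mean TPM. Intervals between the single inputs are exact Clopper-Pearson intervals at 95% and cover counting error only. Relations across mRNAs used 100000 permutations. U/G-only hexamers were counted in RefSeq 3′UTRs of GRCm38.p6 of at least 36 nt, with windows of 30 nt and 200 length-matched genes per mRNA. Python packages were numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and pysam 0.24.0. The fit was tested on simulated data of 52 genes with 21 changed at a dispersion of 0.0181, where between 1.2% and 1.9% of unchanged genes were called. At 0 h it called 50.7% of genes with a log2 change of 0.5 and 91.8% of those with 1, and at 2 h 35% and 82.5%.
The genes named are those the paper names, the RNAs with the largest and smallest changes among those past the threshold, and members of the gene lists. This rule was written before the data were examined, with Table 1 of the paper already seen. The lists are the classes of Table 1 and lists of kinesins, actin and tubulin genes, the LPS response, the interferon response, macrophage identity, HSP90 chaperones, prostaglandin synthesis, reference genes, mitochondrial genes, the cell cycle, and markers of T cells, B cells and fibroblasts or epithelium. The unbound mRNAs of the study, its qPCR, its Western blots and its knockdown experiments were not analysed here. The values of 1 RNA of the table are not reported here.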

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

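All tests of explanations in this part were chosen only after the result was seen.
E2f5 mRNA stood out because its P23 over LUC differed between the time points by the test of the interaction. The log2 change was -1.81, from higher with P23 at 0 h to lower with P23 at 2 h. A single library is not the cause, since the largest adjusted p of the interaction without each library in turn was 0.0014 (edgeR). On the scale of the paper's TPM ratios, fitted after seeing the data, the change of P23 over LUC from 0 h to 2 h for E2f5 was larger, at -2.77, but its standard error grew from 0.27 to 0.91, so it did not pass (adjusted p = 0.13 from edgeR). A change in E2f5 abundance in the cells alone would move both IPs alike, but the P23 IP and the LUC IP moved apart. E2f5 was picked by this same difference, so the limits below restate the interaction and are no separate test of abundance. Other forms of this comparison were tried after the values were seen, and the inputs could not decide. Over all fits that compare the time points within an IP, the upper limit of the log2 change in the P23 IP, at 2 standard errors, was at most 0.14, and the lower limit in the LUC IP was at least 0.51. The scale of the TPM ratios does not link the time points within an IP, and the upper limit of the change of P23 over LUC on it was -0.95. The log2 change between the inputs was 0.21 (exact 95% interval of -0.10 to 0.52 for counting error alone) with 1 input per time point. Reads of a gene on the other strand stay open, as 1 gene, 1810022K09Rik, overlaps E2f5 and the counting ignored strand. That overlap is of gene spans, and overlap of exons was not checked. Reads in a shared stretch may also have been left out of the counts. An effect of LPS on what the P23 or the LUC antibody recovers stays open too and was not tested.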

How the results depend on the processing

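The fits on the library sizes behind the authors' fold changes and on the scale of the TPM ratios, DESeq2 and limma on the variance-stabilized values without trend, robust prior or weights were chosen only after the results were seen, and the cause of the differences was not tested unless stated.
With every library set to the same median over the 52 RNAs, 3 RNAs were called higher with P23 at 0 h, and 14 of 52 had log2 fold changes below 0, among them Bcl2l2 (-0.09), Cisd2 (-0.08), Erf (-0.05), Gm12693 (-0.06), Pla2g12a (-0.02), Ptges3 (-0.07), Smim10l1 (-0.09) and Zbtb7b (-0.01). This setting removes a shift shared by the list by its construction. It gave 2 higher at 2 h and 10 higher in the P23 IP at 2 h over 0 h. With only the compared groups in the fit, 13 RNAs were higher at 2 h. limma with array weights called 21 higher at 2 h and 4 lower in the change, and DESeq2 called 8 higher at 2 h.
With the library sizes behind the authors' fold changes, 7 RNAs were higher at 2 h and 13 fell in the change. In the P23 IP 2 rose and 41 fell after LPS, with Fhl3 at -0.17 and Pla2g12a at -0.42, and in the LUC IP 5 rose and 14 fell. The Kif15 ratio at 0 h was 10.29, the median input change -0.22, and the medians of IP over input were -0.09 (P23, 0 h), -1.25 (LUC, 0 h), -0.84 (P23, 2 h) and -1.25 (LUC, 2 h). On the scale of the paper's TPM ratios 1 RNA was higher and 0 lower at 2 h, 0 fell in the change (4 at an unadjusted p under 0.05 from edgeR), and the Kif15 ratio at 0 h was 12.01.
Leaving out each library in turn gave 40 to 52 RNAs higher at 0 h, 2 to 13 higher and 0 to 1 lower at 2 h, 3 to 5 higher in the P23 IP after LPS, and 5 to 9 higher and 1 to 11 lower in the LUC IP. The Kif15 ratio at 2 h ran from 7.13 to 13.24 and that of Kif13a from 0.58 to 1.38, with the highest values without LUC 2 h replicate 1. The median of P23 IP over input at 2 h ran from 0.80 to 1.01 and that of LUC IP from 0.36 to 0.49. limma on the variance-stabilized values without trend, robust prior or weights called 51 RNAs higher at 0 h, 3 higher and 1 lower at 2 h and 1 lower in the change. With the replicate block, edgeR called 51 higher at 0 h, 3 higher and 1 lower at 2 h, and 1 lower in the change. Over all results and settings 2657 values were counted as unchanged, 180 as weaker, 56 as stronger, 40 as moved and 16 as reversed. Unchanged includes a change of sign where neither fit passed the threshold, and counts or ratios that stayed near the main value. The Kif15 change of P23 over LUC was counted so, although it ran from -0.14 to 0.75 without single libraries.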

Differences from the paper's values

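Of the values here, the fits on other scales were chosen only after the values were seen.
For Kif15 at 0 h the paper's ratio of P23 over LUC is 12.01 and the ratio of mean normalized counts here was 7.83. Alternatives set before the data were examined left out single libraries or took geometric means or medians. Without P23 0 h replicate 1 (8.20) or LUC 0 h replicate 2 (8.17) the ratio came within the limits set for a difference. Both values were still below the paper's ratio. The ratios of geometric means (7.83) and of medians (7.79) did not come within those limits. Neither did those without the other libraries (7.55, 7.72, 7.95 and 7.39). For Kif1b at 0 h the paper's ratio is 4.35 and the one here was 2.83, and for Kif13a the paper's is 3.33 and the one here 2.10. For both, only leaving out P23 0 h replicate 1 came within the limits (2.96 and 2.25), and geometric means, medians and leaving out any other library did not. The paper's values are ratios of mean TPM, and the table holds no TPM. A scale of 1 factor per library, chosen after seeing the values, was fitted to the paper's own ratios. It reproduced them to within 3.6e-06 log2 units for 52 RNAs at 0 h and 5.9e-06 for 51 RNAs at 2 h. The gap to the paper's ratios therefore comes from the scale between libraries. These values cannot tell which scale is right. The fitted scale reaches 12.01 for Kif15 at 0 h. It drops 8 of the 52 RNAs that the paper calls at 0 h, although the median log2 fold change at 0 h is higher on it (1.31 against 0.66 here).
The log2 change of the ratio from 0 h to 2 h is -0.62 for Kif15 from the paper's ratios and was 0.26 here, -0.98 and -0.05 for Kif1b, and -2.19 and -1.29 for Kif13a. Of the alternatives set before the data were examined, the one without LUC 2 h replicate 2 came within the limits for Kif13a (-1.85), and none of the others did for Kif13a and none at all for Kif15 or Kif1b. These others were the replicate block, only the compared groups in the fit, the equal median, limma with a trend and robust prior or with array weights, and leaving out each other library. Without LUC 2 h replicate 2 the change of P23 over LUC was -0.14 for Kif15 and -0.37 for Kif1b, and without LUC 2 h replicate 1 it was 0.75 for Kif15, 0.31 for Kif1b and -0.62 for Kif13a. The change of Kif13a passed the threshold with array weights, and with the library sizes behind the authors' fold changes, chosen after seeing the values. On the scale fitted to the paper's ratios the changes were -0.64 for Kif15 and -2.28 for Kif13a, and that of Kif1b was also below 0. The ratio of means was lower at 2 h on that scale for all 51 RNAs with counts, against 39 of 51 with the size factors.
The paper states that the enrichment was reduced after LPS. Its own ratios are lower at 2 h for all 44 mRNAs of Table 1, and here 34 of 44 were lower, while edgeR called 1 RNA as fallen. The paper states a decline for Kif15 as well. Beside the sequencing it rests this on qPCR of the IPs normalized to added Luc mRNA and on co-localization in cells. Those are other measures and were not analysed here. The ratio of mean normalized counts of Kif15 here was 7.83 at 0 h and 9.27 at 2 h. The paper describes the majority of the targets as transcription factors, cytoskeletal proteins or signaling molecules, and Table 1 lists these for 12 of the 44 mRNAs, which are 12 of the 23 with a class.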

Other observations

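All tests of explanations in this part were chosen only after the results were seen.
After 2 h of LPS, Pim1 mRNA rose in both IPs, by a log2 of 3.48 with P23 and 3.95 with LUC, as its level did in the input. Cldnd1 mRNA rose in both (0.69 and 1.08), but with the library sizes behind the authors' fold changes its change in the P23 IP was 0.14 and did not pass (adjusted p = 0.5 from edgeR). Lfng mRNA changed by -1.50 with P23 and by -0.90 with LUC, the latter lost without LUC 2 h replicate 2 (adjusted p = 0.13 from edgeR). The choice of the RNAs by their enrichment at 0 h favors falls in the P23 IP and rises in the LUC IP. edgeR called 6 RNAs higher and 21 lower in the P23 IP after LPS, and 8 higher and 6 lower in the LUC IP. With the library sizes behind the authors' fold changes it called 2 and 41 in the P23 IP and 5 and 14 in the LUC IP. limma on the variance-stabilized values called 5 higher and 17 lower in the P23 IP, and 8 higher and 8 lower in the LUC IP. The higher edgeR count in the P23 IP was 3 without P23 0 h replicate 2 or 3. The edgeR counts in the LUC IP were 5 higher and 1 lower without LUC 2 h replicate 2, 3 lower without LUC 2 h replicate 1 and 11 lower without LUC 0 h replicate 2. Across 51 RNAs the input change went with that in the P23 IP (Spearman's rho 0.79) and in the LUC IP (0.76), and genes are not independent replicates. Gm16153 was at least 7.02-fold higher in the P23 IP at 0 h than at 2 h, against a floor of 3 counts over the group.
The median log2 of IP over input was 1.36 for P23 and 0.60 for LUC at 0 h, and 0.87 and 0.48 at 2 h. It was 1.01 for P23 at 2 h without P23 2 h replicate 1 and 0.36 for LUC at 2 h without LUC 2 h replicate 1, and all 4 medians were below 0 with the library sizes behind the authors' fold changes.
Of the gene lists, 3 of 31 kinesins, 1 of 35 LPS response genes (Pim1), 3 of 20 macrophage identity genes, 1 of 19 HSP90 chaperone genes (Ptges3), 2 of 10 prostaglandin synthesis genes (Ptges3 and Pla2g12a), 2 of 14 reference genes (Gapdh and Ppia), 1 of 15 mitochondrial genes (mt-Nd4) and 2 of 21 cell cycle genes (Kif15 and E2f5) are among the 52 RNAs, and all of these members were higher with P23 at 0 h. None of 28 actin and tubulin genes, 14 interferon response genes, 8 T cell, 6 B cell and 8 fibroblast or epithelial markers is in the table. The table holds only RNAs that the study called enriched with P23 at 0 h, which fixes the direction of the members. Absence from it is therefore no check of the purity of the cells.
For the 52 RNAs called at 0 h, 1 of the 10 splits of the 6 libraries gave as many calls. It was the real one, and the highest of the others gave 0. The study chose these RNAs on that real split, so the outcome was favored from the start and is no separate evidence. For the 27 RNAs called between the P23 IPs of 2 h and 0 h, 1 of 10 splits gave as many, and the highest of the others 0. Falls among these calls were favored too, since the RNAs were chosen for being high in the P23 IP at 0 h. With 10 splits the share cannot go under 0.05.
P23 over LUC was lower at 2 h than at 0 h for most of the 52 RNAs. Scaling between libraries cannot be told apart from a change in binding. The median change was -0.26 at its highest over 3 scales and moved to -1.16 at its lowest. With every library set to the same median over the 52 RNAs, which removes a shared shift by construction, it was -0.12. Selection of the RNAs by their enrichment at 0 h cannot be told apart either: relative to input, the median changed by -0.04 in the LUC IP and by -0.33 in the P23 IP with the size factors, and by 0.03 and -0.61 with the library sizes behind the authors' fold changes, and no RNA outside the list was there to compare. An effect of LPS on binding by P23 stays open.
Kif15 mRNA stayed above LUC at 2 h on each of 4 scales, with a largest adjusted p of 0.0023 from edgeR, so scaling between libraries is not the cause of that difference. A decline after LPS that these libraries cannot show stays open. The lower 95% limit of the log2 change of Kif15 P23 over LUC was -0.52 with the size factors. It was -0.93 with the library sizes behind the authors' fold changes and -2.31 on the scale of the TPM ratios. The change of -0.62 from the paper's ratios is not excluded on these other scales.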
